# Disruption of cortical cell type composition and function underlies diabetes-associated cognitive decline

**DOI:** 10.1007/s00125-023-05935-2

**Published:** 2023-06-23

**Authors:** Karis Little, Aditi Singh, Angel Del Marco, María Llorián-Salvador, Maria Vargas-Soria, Mireia Turch-Anguera, Montse Solé, Noëlle Bakker, Sarah Scullion, Joan X. Comella, Ingeborg Klaassen, Rafael Simó, Monica Garcia-Alloza, Vijay K. Tiwari, Alan W. Stitt, on behalf of the RECOGNISED consortium

**Keywords:** Cognitive decline, Cortex, Diabetes, Metabolism, Neuroscience, Neurovascular unit

## Abstract

**Aims/hypothesis:**

Type 2 diabetes is associated with increased risk of cognitive decline although the pathogenic basis for this remains obscure. Deciphering diabetes-linked molecular mechanisms in cells of the cerebral cortex could uncover novel therapeutic targets.

**Methods:**

Single-cell transcriptomic sequencing (scRNA-seq) was conducted on the cerebral cortex in a mouse model of type 2 diabetes (*db/db* mice) and in non-diabetic control mice in order to identify gene expression changes in distinct cell subpopulations and alterations in cell type composition. Immunohistochemistry and metabolic assessment were used to validate the findings from scRNA-seq and to investigate whether these cell-specific dysfunctions impact the neurovascular unit (NVU). Furthermore, the behavioural and cognitive alterations related to these dysfunctions in *db/db* mice were assessed via Morris water maze and novel object discrimination tests. Finally, results were validated in post-mortem sections and protein isolates from individuals with type 2 diabetes.

**Results:**

Compared with non-diabetic control mice, the *db/db* mice demonstrated disrupted brain function as revealed by losses in episodic and spatial memory and this occurred concomitantly with dysfunctional NVU, neuronal circuitry and cerebral atrophy. scRNA-seq of *db*/*db* mouse cerebral cortex revealed cell population changes in neurons, glia and microglia linked to functional regulatory disruption including neuronal maturation and altered metabolism. These changes were validated through immunohistochemistry and protein expression analysis not just in the *db/db* mouse cerebral cortex but also in post-mortem sections and protein isolates from individuals with type 2 diabetes (74.3 ± 5.5 years) compared with non-diabetic control individuals (87.0 ± 8.5 years). Furthermore, metabolic and synaptic gene disruptions were evident in cortical NVU cell populations and associated with a decrease in vascular density.

**Conclusions/interpretation:**

Taken together, our data reveal disruption in the cellular and molecular architecture of the cerebral cortex induced by diabetes, which can explain, at least in part, the basis for progressive cognitive decline in individuals with type 2 diabetes.

**Data availability:**

The single-cell sequencing data that supports this study are available at GEO accession GSE217665 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217665).

**Graphical Abstract:**

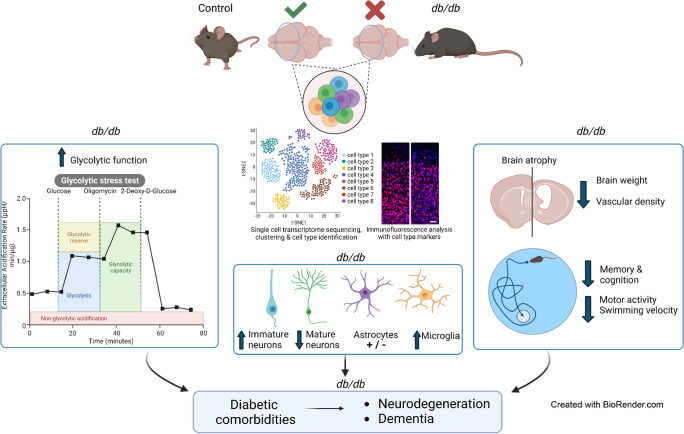

**Supplementary Information:**

The online version contains peer-reviewed but unedited supplementary material available at 10.1007/s00125-023-05935-2.

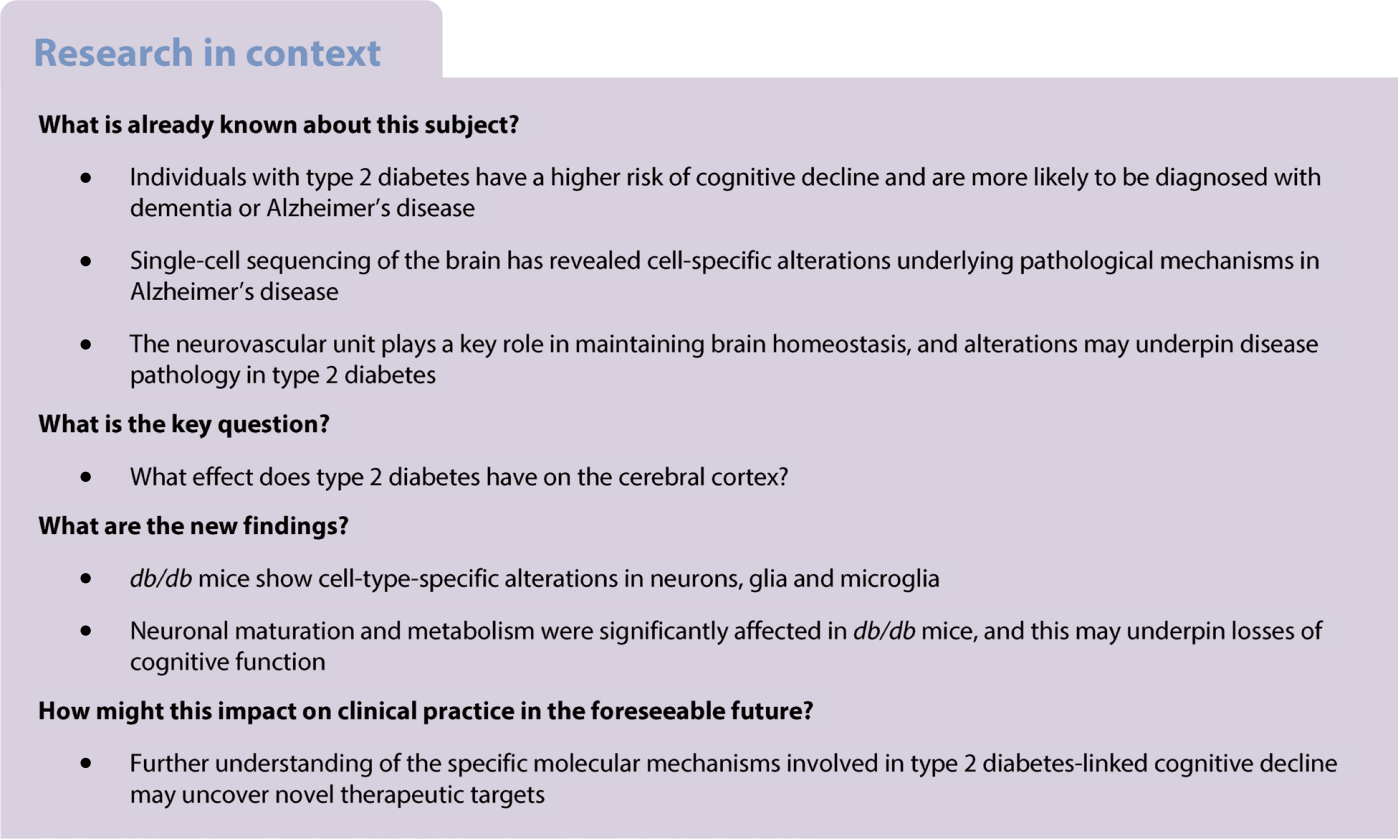

## Introduction

Type 2 diabetes constitutes a huge burden on healthcare systems worldwide due to multi-morbidities such as blindness, renal failure and cardiovascular-related death [1]. There is mounting evidence that type 2 diabetes is also associated with cognitive decline [2–4]. Individuals with type 2 diabetes have an approximate twofold increased risk of developing Alzheimer’s disease compared with non-diabetic, age-matched individuals [3].

Clinical evidence and pre-clinical data suggest that common pathways may be involved in type 2 diabetes and cognitive decline, including glial dysfunction, neurodegeneration and inflammation [5, 6], arising from dysfunctional insulin signalling, chronic hyperglycaemia and oxidative stress. These pathways may contribute to neurovascular unit (NVU) dysfunction in the brain and retina during type 2 diabetes [4]. However, the underlying pathways that drive neurodegeneration and cognitive decline in type 2 diabetes are not fully understood.

The NVU plays an important homeostatic role in the central nervous system and is formed by interdependency of vascular cells, glia, neurons and professional immune cells. Besides ensuring integrity of the blood–brain barrier, the NVU is important for immune privilege and regulating blood flow to meet the oxygenation and nutrient demands of the highly metabolically demanding neuropile. A recent study revealed human-specific transcriptomic signatures in the cerebrovasculature in Huntington’s disease [7] and another study revealed several Alzheimer’s disease risk genes mapping to endothelial and microglial cell populations [8]. Furthermore, neurodegenerative disease-linked shifts in brain cell populations have been reported [9]. Neuronal and glial population changes have been observed in Alzheimer’s disease [10] and may co-occur with reduced cortical thickness in individuals [11].

Analysis from a single-cell RNA sequencing (scRNA-seq) dataset revealed profound changes to the transcriptome of vascular, glial and neuronal cells from the retina of *db/db* mice, showing a useful linkage to the pathogenesis of diabetic retinopathy [12]. The scRNA-seq approach has also been used to characterise hippocampal changes in *db/db* mice, indicating the role of microglial populations in diabetes-induced cognitive decline [13]. The impact of type 2 diabetes on the brain NVU, particularly in the cortex, have not been fully explored. Moreover, whether the cognitive decline in type 2 diabetes is associated with disruption in brain cell populations remains unknown.

The aim of the present study was to provide novel insights into type 2 diabetes-associated cognitive decline and the underlying associated pathology in the cerebral cortex by combining state-of-the-art physiological and molecular measurements in *db/db* mice as a model and validation in human samples.

## Methods

### Animals

*db*/*db* (C57BLKS/heterozygous *db/+* mice [BKS.Cg-+*Lepr*^*db*^/+*Lepr*^*db*^/OlaHds]) (RRID: IMSR_ENV:HSD-173) were purchased from Harlan Laboratories (Netherlands) or Janvier (France). Since heterozygous (*db/+*) mice do not show a specific phenotype [14], wild-type (WT) and *db/+* mice are commonly considered a single control group [15, 16]. For For immunohistochemistry (IHC) and behavioural studies, WT mice (BKS.Cg-/OlaHds) belonging to the same colony were used as the control group. For transcriptional studies and cortical metabolic assessment, *db/+* mice were used as the control group. Mice were housed in a standard pathogen-free experimental facility, exposed to a 12 h light–dark cycle and had free access to food and water. Five or six male/female mice per group aged 14–16 weeks (representing an established but not yet advanced stage of diabetes) were used. Metabolic determinations (Table 1) were carried out as described in electronic supplementary material (ESM) Methods.

**Table 1:** Metabolic characterisation of 14-week-old *db*/*db* and control mice

Characteristic	Control mice	*db*/*db* mice
Body weight (g)	25.20 ± 2.17	41.66 ± 2.04**
Glucose (mmol/l)	6.92 ± 0.25	31.00 ± 2.30**
Insulin (pmol/l)	104.64 ± 20.93	517.96 ± 156.96^*^

Data are presented as mean ± SEM and are representative of five or six mice/group (control [WT] three male and two female mice; *db*/*db* three male and three female mice)

Body weight, glucose levels and insulin levels were significantly increased in *db*/*db* mice when compared with control mice at 14 weeks of age

^**^p<0.001 vs control; ^*^p=0.033 vs control

### Actimetry and new object discrimination task

Episodic memory for ‘what,’ ‘where’ and ‘when’ paradigms was analysed, following procedures shown in ESM Methods. ‘What’ was the difference in time exploring familiar and recent objects, ‘where’ was the difference in time exploring displaced and non-displaced objects and ‘when’ was the difference between time exploring familiar non-displaced and recent non-displaced objects. All measurements were performed in triplicate and data were expressed as percentage of control values. Discrimination index was calculated as the percentage of time exploring recent objects/total exploration time.

### Morris water maze

Spatial learning and memory abilities were analysed in the Morris water maze (MWM) (see ESM Methods). Time required to locate the platform in the acquisition phase, number of entrances in quadrant 2 and swimming velocity during the retention phase were analysed using Smart software version 3.0.04 (Panlab S.L.U., Barcelona, Spain).

### Tissue dissociation

For scRNA-seq, one male homozygous (*db/db*) mouse and one male heterozygous (*db/+)* mouse were killed at 16 weeks of age. Whole cortex was dissected and dissociated using the papain dissociation system (Worthington, Lakewood, NJ, USA). Cortex samples were digested in papain (20 U/ml) for 45 min at 37°C. After treating with ovomucoid, cells were re-suspended in PBS with 0.04% wt/vol. BSA. Cell counts and viability was checked using Trypan Blue (Sigma-Aldrich, Missouri, USA).

### scRNA-seq library preparation, sequencing and associated analysis

scRNA-seq libraries were generated using the 10x Genomics Chromium Single Cell 3′ Reagent Kit v3 and sequenced on Illumina NovaSeq6000 S2 200 flow cell at the Genomics Core Technology Unit (GCTU), Queen’s University Belfast. Analysis was completed as discussed in ESM Methods using Seurat R package v.4.2.0 (https://satijalab.org/seurat/; developed by P. Hoffman, S. Lab and collaborators, New York City, NY, USA).

### Identification of cell types, marker genes and differential expression analysis

Following procedures detailed in ESM Methods, cortical cell types were identified by expression of established markers (Table 2). Differential gene expression, single-cell regulatory network, weighted gene correlation network (WGCN) [17] and pseudotime trajectory [18] analyses were performed.

**Table 2:** Marker genes used for identification of cell types

Cell type	Marker gene	Gene name
Mature neurons	*Syt1*	Synaptotagmin 1
Immature neurons	*Sox11*	SRY-box transcription factor 11
Inhibitory neurons	*Gad1*, *Gad2*	Glutamate decarboxylase 1, 2
Astrocytes	*Gja1*	Gap junction protein α1
Oligodendrocytes	*Cldn11*	Claudin 11
Oligodendrocyte precursor cells	*Pdgfrb*	Platelet-derived growth factor β
Microglia	*Tmem119*	Transmembrane protein 119
Endothelial	*Cldn5*	Claudin 5
Pericytes	*Kcnj8*	Potassium inwardly rectifying channel subfamily J member 8
Vascular smooth muscle cells	*Slc6a13*	Solute carrier family 6 member 13
Choroid plexus cells	*Ttr*	Transthyretin

### Tissue preparation and staining

Immediately after mice were killed via overdose of pentobarbital, *db/db* and control mouse brains were harvested and weighed. Left hemispheres were fixed in 4% wt/vol. paraformaldehyde for 1 week and 30 µm coronal brain sections were obtained in a Microm HM450 microtome (ThermoFisher, Spain). Sections were stored in 50% wt/vol. glycerol at −20°C until used. For staining procedures, consecutive sections were selected at 1.5, 0.5, −0.5, −1.5, −2.5 and −3.5 mm from Bregma. Staining was carried out for neuronal nuclear protein (NeuN) [19], BrdU and doublecortin (DCX) [20] as previously described.

### Cresyl violet staining

Sections were processed as described [21] (see ESM Methods). Images were acquired using an optical Olympus Bx60 microscope with an attached Olympus DP71 camera (Olympus, Tokyo, Japan) and mmi CellTools software version 4.3 (Molecular Machines & Industries, Eching, Germany). Hemisection size and cortical thickness were measured using Adobe Photoshop Elements 2.0 version 6.2 (Adobe, USA) and Image J version 1.49 (National Institutes of Health, MD, USA) software.

### Iba1 and GFAP staining

Sections were pre-treated with Tween-20 (BP337; Fisher Scientific, UK) (0.05%) (wt/vol.) in citrate buffer (10 mmol/l) for 2 h at 65°C and blocked in 3% (wt/vol.) BSA (A7906; Sigma-Aldrich, Madrid, Spain) and 0.5% (wt/vol.) Triton X100 (BP151; Fisher Scientific) for 1 h. Sections were incubated with anti-Iba1 (ionised calcium binding adaptor molecule 1) (ESM Table 1) and anti-GFAP (glial fibrillary acidic protein) (ESM Table 1) antibodies overnight at 4°C in 3% (wt/vol.) BSA and 0.5% (wt/vol.) Triton X100 followed by incubation with secondary antibodies (diluted in PBS) (ESM Table 1) for 1 h at room temperature.

### Vascular staining

Antigen retrieval was performed using citrate buffer at 95°C for 30 min in a water bath. Slides were permeabilised in 2% (wt/vol.) Triton-X for 30 min. Slides were blocked in 5% donkey serum in 0.2% (wt/vol.) Triton-X for 1 h at room temperature. Primary antibodies (ESM Table 1) were added and slides were incubated overnight at 4°C in 0.5% donkey serum and 0.2% Triton-X followed by incubation with secondary antibodies (ESM Table 1) for 2 h at room temperature, in PBS.

### Image analysis

Images were taken via Olympus DP71 camera or Leica SP8 confocal. Counting of cell populations was performed by selecting 15–20 regions of interest (ROIs) (7960.215 µm^2^/ROI) from each cortical section (333–417 ROIs/group) and counting using Image J Software version 1.49 (National Institutes of Health, MD, USA).

### Metabolic assessment of cortical brain punches

The method published by Qi et al (2021) [22] was adapted in order to assess glycolysis in acute coronal slices from the cortex of five male *db/db* and five male *db/+* mice, as described in ESM Methods. The ‘glycolysis stress test’ protocol from Agilent (USA) was optimised for use with cortex slices (ESM Table 2). Protocol length and injection timings were as follows: baseline, 4 cycles; glucose injection, 5 cycles; oligomycin A injection, 5 cycles; and 2-deoxy-d-glucose (2-DG), 10 cycles. Each cycle consisted of 3 min mix, 1 min wait, 2 min measure. Analysis of basal glycolysis, glycolytic capacity and glycolytic reserve was performed in Wave Software version 2.6.3.5 (Agilent).

### Human tissue

For IHC staining, post-mortem brain samples of the frontal cortex of eight individuals were provided by the Netherlands Brain Bank, Amsterdam. The brain samples were from donors with or without diabetes mellitus. Classification of the donors was based on clinical diagnosis and confirmed by autopsy. The staining procedures were performed as described in ESM Methods. Antibody information is included in ESM Table 3.

For western blotting, post-mortem brain samples were obtained as frozen pieces of cortical tissue from the neurological tissue biobank of Hospital Clínic – IDIBAPS in Barcelona, Spain. Control donors did not have signs of neurological alterations. Samples from individuals with type 2 diabetes clinically diagnosed with dementia were excluded from the study. The most relevant associated comorbidities are presented in ESM Table 4. Proteins were extracted and western blots were run as described in ESM Methods. Antibody information is included in ESM Table 3.

### Analysis and statistics

Randomisation and blinding at the experimental phase was not possible due to the obese nature of *db/db* mice. Quantification and analysis of mouse data was done by two independent, blinded researchers. Student’s *t* test for independent samples, or Mann–Whitney test was used to compare control and *db*/*db* mouse groups. Two-way ANOVA (group × session) was used to analyse the acquisition phase in the MWM. IBM SPSS Statistics software version 29.0.0.0 (IBM Corporation, NY, USA) was used for all statistical analysis and results are expressed as mean ± SEM.

### Study approval

The Animal Care and Use Committee of the University of Cadiz, in accordance with the Guidelines for Care and Use of experimental animals (European Commission Directive 2010/63 /UE and Spanish Royal Decree 53/2013), approved all experimental procedures. The Animal Welfare Ethical Review Body at Queen’s University Belfast approved this study, and all procedures were conducted under the regulation of the UK Home Office Animals Scientific Research Act 1986. The collection of the human brain material for immunostaining was done in accordance with Dutch laws and the rules outlined by the local ethics committee. For western blotting, samples were obtained by the biobank after corresponding ethical approvals and following the regulations of local ethics committees in Universitat de Barcelona, and in accordance with the Helsinki Declaration and the Convention of the Council of Europe on Human Rights and Biomedicine.

## Results

### ***db*/*db* mice exhibit altered memory function and reduced cortical thickness**

The *db/db* mouse displays key characteristics of type 2 diabetes including obesity, hyperglycaemia and hyperinsulinaemia (Table 1) [21, 23]. A schematic of the study is shown in Fig. 1a.

**Fig. 1:**
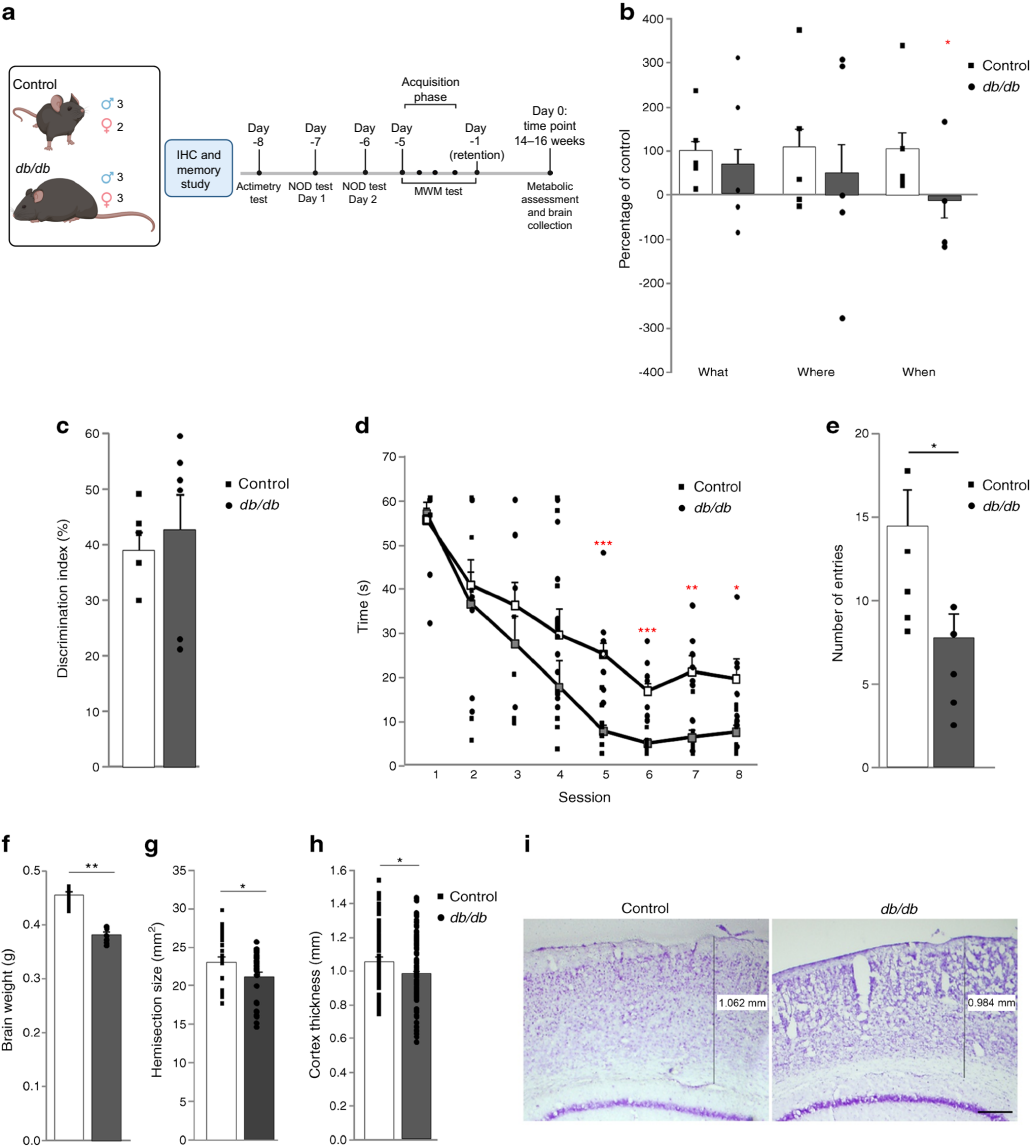
Cognitive impairment and brain atrophy in *db/db* mice. (**a**) Schematic detailing study design and time points. (**b**) The new object discrimination test showed that episodic memory was not affected in *db/db* mice when ‘what’ (*p*=0.441) or ‘where’ (*p*=0.484) paradigms were analysed. However, the ‘when’ paradigm was significantly impaired in *db*/*db* mice (*p=0.016). Data are representative of five mice. (**c**) Discrimination index was not affected in *db*/*db* mice (*p*=0.530). Data are representative of five or six mice. (**d**) Learning impairment was observed in *db*/*db* mice in the acquisition phase of the MWM. Times required to locate the platform were significantly longer in *db*/*db* mice than control mice in sessions 5–8 (session 1 *p*=0.729, session 2 *p*=0.637, session 3 *p*=0.294, session 4 *p*=0.168, session 5 ***p<0.001 vs control, session 6 ***p<0.001 vs control, session 7 **p=0.003 vs control, session 8 *p=0.025 vs control). Data are representative of five or six mice. White squares, mean value for *db/db* mice; grey squares, mean value for control mice. (**e**) The number of entries into quadrant 2 (where the platform was located along the acquisition phase) was significantly lower in *db*/*db* mice (*p<0.05). (**f**) Brain weight was reduced in *db*/*db* mice when compared with control mice (**p<0.001 vs control). (**g**) Hemisection size was significantly reduced in *db*/*db* mice (*p=0.039 vs control). (**h**) Cortical thickness was significantly reduced in *db*/*db* mice (*p=0.013 vs control). (**i**) Representative images showing reduced cortical thickness in *db*/*db* mice. Scale bar, 250 µm. Schematic in (**a**) was created with BioRender.com

Episodic memory was compromised in *db/db* mice (Fig. 1b). While no differences were detected for ‘what’ or ‘where’ paradigms, a significant impairment was observed for ‘when’ paradigm. A similar discrimination index was observed when comparing the groups of mice (Fig. 1c). Assessment of spatial memory using the MWM revealed no significant group × session effect (*F*_(1,7)_=1.009, *p*=0.427), although individual session assessment revealed that *db/db* mice had great difficulty in learning the location of the hidden platform. This was reflected from session 5 onwards (Fig. 1d). The number of entries into the quadrant where the platform used to be located was significantly lower in *db/db* mice (Fig. 1e). Swimming speed was reduced in *db/db* mice (ESM Table 5) and while this may impact the results of the MWM, we have also shown that walking speed (and therefore motor activity) is not compromised in these mice. At the time of death, brain weight was significantly lower in *db/db* mice (Fig. 1f) [24]. Cresyl violet staining revealed that hemisection sizes were also significantly smaller in *db/db* mice (Fig. 1g). *db/db* mice presented significantly thinner cortices when compared with control mice (Fig. 1h,i).

### Single-cell transcriptome of ***db/db*** mouse cortex reveals massive changes in identity and composition of various key cell types

Single-cell transcriptome analysis of cortex from *db/db* mice revealed significant changes in neuronal and glial populations (Fig. 2a,b). 

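Cerebral cortex of 1 *db/+* and 1 *db/db* mouse, both male and 16 weeks old, was dissociated with papain, and the cells were captured in droplets with the 10x Genomics 3′ chemistry, in which each captured transcript carries a unique molecular identifier (UMI). The authors counted UMIs per gene and cell barcode with Cell Ranger 4.0.0 on the mouse genome build GRCm38 and deposited the counts without normalisation. The *db/+* library held 4548 barcodes with 11330302 UMIs (median 987.5 per barcode), and the *db/db* library held 5863 barcodes with 17505199 UMIs (median 1888 per barcode). The cell filter of the ESM Methods, which asks for at least 250 genes, at least 500 UMIs and at most 20% mitochondrial UMIs, kept 3356 *db/+* and 4239 *db/db* cells. The cells kept had a median of 944 UMIs and 578 genes in *db/+* and of 2483 UMIs and 1269 genes in *db/db*. Fewer than 1000 UMIs were counted in 52.7% of the *db/+* cells and in 22.8% of the *db/db* cells. Both libraries were clustered together with the settings of the ESM Methods (15 principal components, Louvain resolution 0.8) in Seurat 5.3.0, which gave 25 clusters. Each cluster was named where at least 3 markers of a class were raised at least 2-fold over the other cells and detected in at least 10% of the cluster. The markers take in those of Table 2, except for *Pdgfrb* and *Slc6a13*. *Pdgfrb*, given there for oligodendrocyte precursor cells, was used for no class. *Slc6a13*, given there for vascular smooth muscle cells, was used for vascular leptomeningeal cells. A cluster stayed unnamed where a second class also reached 80% of its markers, or where it had few UMIs per cell and no marker of its class among its top 10 genes. This left out clusters 2, 8 and 23, with 16.1% of the *db/+* and 10.5% of the *db/db* cells. Clusters 2 and 8 depend on this rule, since with genes found in at least 10% of the cells of at least 90% of the clusters set aside, 1 microglial and 2 oligodendrocyte markers stood among their top 10 genes. Differences from the paper's cell types can come from these rebuilt names. For gene expression, UMIs were summed over the cells of a class in each library and scaled to 1000000 UMIs of that class (CPM), and ratios are given as log2 of *db/db* over *db/+*. With 1 library per condition there are no replicates and no test between conditions was possible, so the exact 95% intervals (binomial for fractions of cells, Poisson for UMIs) cover counting error only. Gene coordinates refer to GRCm38.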

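Microglia made up 203 of the 3356 *db/+* cells (6.05%, 5.27 to 6.91) and 443 of the 4239 *db/db* cells (10.5%, 9.55 to 11.4), a log2 ratio of 0.79 (0.55 to 1.04). Astrocytes fell from 904 cells (26.9%, 25.4 to 28.5) to 701 cells (16.5%, 15.4 to 17.7), a log2 ratio of −0.70 (−0.85 to −0.56). There were 649 mature neurons in *db/+* (19.3%, 18.0 to 20.7) and 502 in *db/db* (11.8%, 10.9 to 12.9), a log2 ratio of −0.71 (−0.88 to −0.54). Each of these differences between the 2 libraries was larger than the counting error. For microglia, the alternative that moved the ratio most was a stricter cell filter (at least 500 genes and 1000 UMIs, at most 10% mitochondrial UMIs), under which it was 0.11 and its interval (−0.12 to 0.35) included 0. Unnamed cluster 2 held more microglial markers than markers of any other class and made up 6.82% of the *db/+* and 7.48% of the *db/db* cells. Counted with the microglia, it brought them to 12.9% and 17.9% of the cells, a log2 ratio of 0.48. In mature neurons, 1 of the 7 markers used to name the class differed more than 2-fold between the libraries. The difference in mature neurons lay in cluster 7, which held markers of dentate granule cells of the hippocampus and fell from 376 cells (11.2%) to 47 cells (1.11%). Cluster 4, the other large cluster of the class, rose from 194 cells (5.78%) to 293 cells (6.91%). Without clusters 7 and 14, which both held such markers and were set apart after the data were seen, the log2 ratio of mature neurons was 0.50 (0.25 to 0.76).

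**Figure D1:**
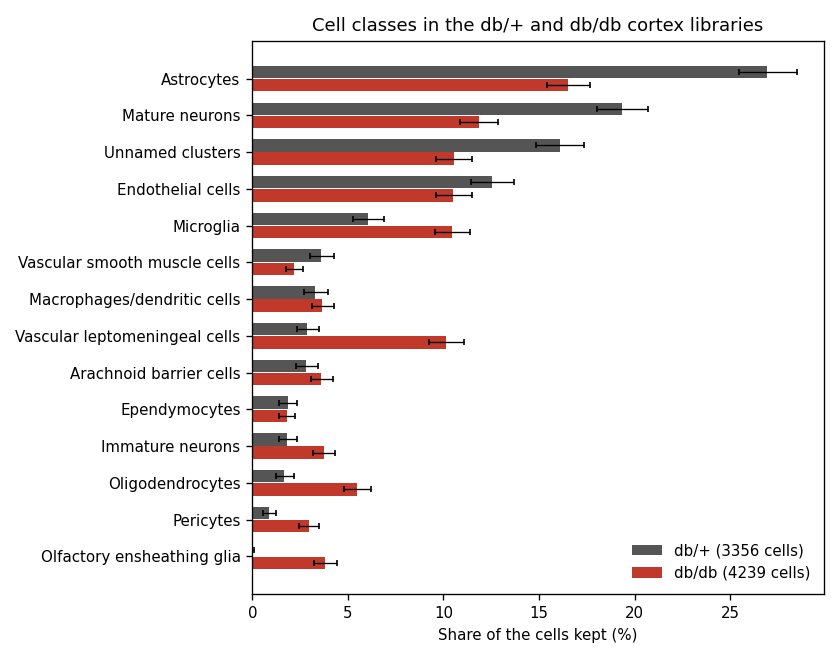
Cells of each class as a percentage of the cells kept, for the *db/+* library (dark grey, 3356 cells) and the *db/db* library (red, 4239 cells). Bars start at 0 and lines show exact 95% binomial intervals, which cover counting error only. Astrocytes and mature neurons took a smaller percentage of the *db/db* than of the *db/+* cells, and microglia, oligodendrocytes and vascular leptomeningeal cells a larger one. Choroid plexus cells are not drawn because 4 of the 6 markers that define them differed more than 2-fold between the libraries.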

There was a marked increase in the microglia population of the *db/db* mouse cerebral cortex accompanied by a loss of astrocytes and mature neurons (Fig. 2c). An increased fraction of immature neurons was observed, alongside an increase in oligodendrocyte progenitors and concomitant decrease in mature oligodendrocytes (Fig. 2c). 

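Immature neurons numbered 61 in *db/+* (1.82%, 1.39 to 2.33) and 158 in *db/db* (3.73%, 3.18 to 4.34), a log2 ratio of 1.04 (0.60 to 1.49), which exceeds the counting error. They were 1 cluster that also held all 5 markers of dividing cells, with *Top2a*, *Mki67* and *Cenpf* among its top 10 genes. The class thus takes in dividing cells, which were not counted apart. Olfactory ensheathing glia were found in the *db/db* library alone (161 cells), so the tissue taken may differ. Its part in the ratio of immature neurons was not tested. No cluster carried the markers of oligodendrocyte precursor cells under any of the 10 clusterings tried. In vascular leptomeningeal cells, at least 2 of the precursor genes *Cspg4*, *Gpr17*, *Lhfpl3* and *C1ql1* were detected in 0 of 96 *db/+* cells, which allows a percentage of up to 3.12%, and in 3 of 429 *db/db* cells (0.699%). The cluster named as oligodendrocytes held 56 *db/+* cells (1.67%, 1.26 to 2.16) and 232 *db/db* cells (5.47%, 4.81 to 6.20), a log2 ratio of 1.71 (1.29 to 2.16). Unnamed cluster 8, which held fewer UMIs per cell and more oligodendrocyte markers than markers of another class, made up 8.91% of the *db/+* and 2.36% of the *db/db* cells. The precursor gene *Gpr17* was highest in the unnamed clusters taken together, with 168 CPM in *db/+* and 19.3 CPM in *db/db*. At least 2 of the 4 precursor genes were found in 3 of their 540 and 3 of their 447 cells. Precursors or cells of an earlier stage within cluster 8 were therefore not ruled out. With cluster 8 counted as oligodendrocytes, their fraction was 10.6% in *db/+* and 7.83% in *db/db* and the log2 ratio changed direction to −0.43 (−0.65 to −0.21). It was also below 0 at resolution 1.6 (−0.49) and with no cell filter (−0.38).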

Pseudotime trajectory on glia populations (astrocytes and oligodendrocytes together) (ESM Fig. 1) showed cellular heterogeneity and an altered lineage trajectory in *db*/*db* vs control mice. These results suggest altered neuronal development, glial development and maturation trajectory in the *db/db* mouse cortex.

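Within the mature neurons, genes that mark kinds of neurons were compared, chosen after the data were seen. *Gad1*, a gene of inhibitory neurons, had 145 UMIs in *db/+* and 515 UMIs in *db/db*, or 78.4 CPM and 229 CPM, a log2 ratio of 1.55 (1.28 to 1.82). Of 9 genes of the interneuron lineage 5 were higher in *db/db* beyond the counting interval, 1 had an interval that included 0, and 3 had no UMI in *db/+* and so no ratio (*Dlx2*, *Dlx5* and *Sp8*, with 12, 24 and 35 UMIs in *db/db*). Of 8 genes of dentate granule cells 6 were lower, with a median ratio of −0.59. The 8 genes of cortical excitatory neurons had a median ratio of 0.10, with 3 higher beyond the interval. From the changed fractions of neurons and glia, and from a pseudotime trajectory of astrocytes and oligodendrocytes that was not repeated here, the paper proposes that neuronal and glial development and maturation differ in the *db/db* cortex.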

**Fig. 2:**
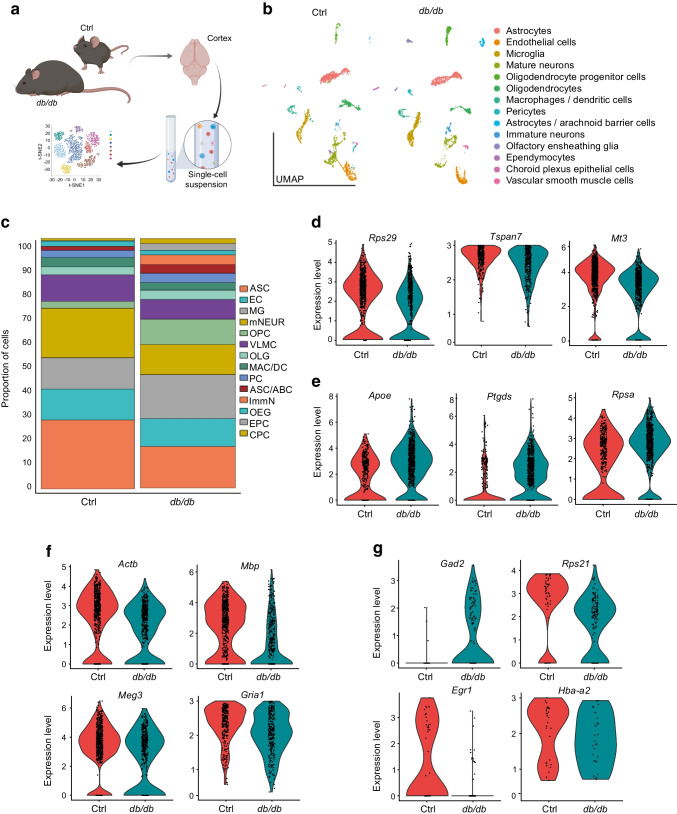
Single-cell sequencing of diabetic mouse brain reveals changes in glial and neuronal populations. (**a**) Schematic of scRNA-seq data derivation. *db*/*db* and *db*/*+* (control) mouse cortex was dissociated in papain when mice were 16 weeks old. The resulting single-cell solution was sequenced via 10× genomics and analysis was performed in R. (**b**) Clustering of the cortex showed similar cell populations in diabetic and control mouse brain. (**c**) Proportion of each cell type in *db*/*db* and *db*/*+* mouse brain cortex, indicating the difference in astrocytes, microglia and neuronal populations. (**d**–**g**) Significant differential expression of genes (all *p*<0.001) in astrocytes (**d**), microglia (**e**), mature neurons (**f**) and immature neurons (**g**). Expression levels for individual genes are presented as the normalised counts. Schematic in (**a**) was created with BioRender.com. ABC, arachnoid barrier cells; ASC, astrocytes; CPC, choroid plexus cells; Ctrl, control; DC, dendritic cells; EC, endothelial cells; EPC, ependymocytes; ImmN, immature neurons; MAC, macrophages; MG, microglia; mNEUR, mature neurons; OEG, olfactory ensheathing glia; OLG, oligodendrocytes; OPC, oligodendrocyte progenitor cells; PC, pericytes; VLMC, vascular leptomeningeal cells

### Molecular analysis of cortical cell populations reveals critical changes in diabetic mouse brains

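The genes *Rps21* (ENSMUSG00000039001, chromosome 2, 180257377 to 180258445, plus strand) and *Rps29* (ENSMUSG00000034892, chromosome 12, 69157722 to 69159186, minus strand) encode proteins of the small ribosomal subunit. In astrocytes *Rps21* had 2176 UMIs in *db/+* and 1152 in *db/db*, or 865 CPM (829 to 903) in *db/+* and 502 CPM (474 to 532) in *db/db*, a log2 ratio of −0.79 (−0.89 to −0.68). For *Rps29* in astrocytes the values were 1107 CPM (1066 to 1149) in *db/+* and 624 CPM (592 to 657) in *db/db*, a log2 ratio of −0.83 (−0.92 to −0.73). Immature neurons had 1929.8 CPM (1736 to 2139.6) in *db/+* and 808 CPM (734 to 887) in *db/db* for *Rps21*, a log2 ratio of −1.26 (−1.46 to −1.05). Their *Rps29* level was 2635 CPM (2408 to 2879) in *db/+* and 1169 CPM (1079.6 to 1263) in *db/db*, a log2 ratio of −1.17 (−1.35 to −1.00). All 4 ratios were below 0 by more than the counting error, and none of the alternatives changed their direction. The alternative on the same scale that moved *Rps21* in astrocytes most was the stricter cell filter, with −0.51. Both genes were lower in *db/db*, beyond the counting interval, in each of the 13 cell classes compared, with log2 ratios from −0.71 to −1.34 for *Rps21* and from −0.74 to −1.25 for *Rps29*. *Rpsa* (ENSMUSG00000032518, chromosome 9, 120127689 to 120132369, plus strand) had 939 UMIs in *db/+* microglia and 2283 in *db/db* microglia, or 955 CPM (895 to 1018) in *db/+* and 1550.0 CPM (1487 to 1615) in *db/db*, a log2 ratio of 0.70 (0.59 to 0.81). It was higher beyond the interval in 8 of the 13 classes and lower in 0, with a median log2 ratio of 0.32. Ribosomal protein genes have processed copies elsewhere in the genome, so that the counting can have split their UMIs. Over the 82 ribosomal protein genes detected, the median log2 ratio was 0.17 in astrocytes (percentile 100 among 10000 random lists of genes matched on expression), −0.10 in immature neurons (percentile 5.81) and 0.09 in microglia (percentile 64.0). These percentiles describe the 2 libraries and are not a test. Scaling by the median ratio in place of all UMIs moved the microglial median to 0.13. Of the UMIs of the *db/+* microglia 8.01% came from 1 droplet, which also held neuronal transcripts, and without the cell of most UMIs in each library the ratio of *Rpsa* was 0.59.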

Focused molecular analysis on neuronal and glial specific transcripts (Fig. 2d–g) demonstrated that genes encoding ribosomal protein S21 and S29 (*Rps21* and *Rps29*, respectively) were downregulated in immature neurons as well as astrocytes, with upregulation of ribosomal protein SA (encoded by *Rpsa*) in microglia. 

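In microglia *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188, minus strand) rose from 986 to 9130 UMIs, with 1002 CPM (941 to 1067) in *db/+* and 6198 CPM (6072 to 6327) in *db/db*, a log2 ratio of 2.63 (2.53 to 2.72). *Ptgds* (ENSMUSG00000015090, chromosome 2, 25466709 to 25470046, minus strand) had 241 CPM (211 to 274) in *db/+* and 1049 CPM (997 to 1103) in *db/db*, a log2 ratio of 2.12 (1.92 to 2.33). With every cell weighted equally, as the mean over cells of UMIs per 10000, the ratio of *Ptgds* dropped to 0.24 and that of *Apoe* to 2.16. After thinning to 1000 UMIs, which left out 21 *db/+* and 26 *db/db* microglia, a UMI of *Apoe* was found in 46.2% of 182 *db/+* microglia (38.8 to 53.7) and 63.5% of 417 *db/db* microglia (58.7 to 68.2). Endothelial cells of at least 1000 UMIs (median depths 2369.5 and 2691), treated the same way, held it in 51.5% and 65.9% of cells, so the microglial fractions lay at the background at that depth. Thinned to 500 UMIs, with no cells left out, *Apoe* was found in 31.0% (24.7 to 37.9) and 53.3% (48.5 to 58.0) of microglia and 42.0% and 46.9% of endothelial cells. Endothelial cells had 1304 CPM of *Apoe* in *db/+* and 1783 CPM in *db/db*, so the *db/db* level in microglia was above theirs. For *Ptgds* the thinned fractions were 14.3% and 35.5% in microglia and 17.2% and 40.4% in endothelial cells, again at the background. Unthinned, *Apoe* was found in 68.5% and 85.3% and *Ptgds* in 28.6% and 71.8% of microglia. The gap between the libraries for *Ptgds* in microglia was 21.2 percentage points when thinned to 1000 UMIs and 15.3 when thinned to 500 UMIs. At 500 UMIs it was found in 8.87% and 24.2% of microglia and in 23.5% and 32.7% of endothelial cells. Neither microglial fraction lay above the background there. *Ptgds* was also higher in *db/db* endothelial cells (log2 ratio 1.27), mature neurons (1.49) and astrocytes (1.68), while *Apoe* was higher in *db/db* endothelial cells (0.45) and lower in mature neurons (−0.67). The 1 in 10 microglia with most of its UMIs held 60.0% of the *db/+* and 74.0% of the *db/db* UMIs of *Apoe*, and in the remaining cells the log2 ratio was 1.98 (1.83 to 2.14). Without the cell of most UMIs in each library it was 2.49.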

Transcripts linked to inflammation and microglial activation were altered in *db/db* mouse microglia: expression of genes encoding apolipoprotein E (*Apoe*) [25] and prostaglandin D2 synthase (*Ptgds*) [26] was upregulated. Furthermore, downregulated genes in mature neurons were major mediators and regulators of synaptic neuronal functions such as the genes encoding glutamate ionotropic receptor AMPA type subunit 1 (*Gria1*) [27] and myelin basic protein (*Mbp*) [28]. 

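*Gria1* (ENSMUSG00000020524, chromosome 11, 57011387 to 57330244, plus strand) had 1564 UMIs in *db/+* and 1294 in *db/db* mature neurons, or 845 CPM (804 to 888) in *db/+* and 576 CPM (545 to 608) in *db/db*, a log2 ratio of −0.55 (−0.66 to −0.45). After thinning to the same depth, 49.5% of 303 *db/+* mature neurons (43.7 to 55.3) and 36.9% of 409 *db/db* mature neurons (32.2 to 41.8) held a UMI of *Gria1*, against 1.96% and 1.08% of endothelial cells. In mature neurons thinned to 500 UMIs the fractions were 34.7% and 19.3%. Without thinning the fractions were 60.2% and 59.6%. Of the clusters, cluster 4 held 6 of 8 markers of cortical excitatory neurons and 3 markers of inhibitory neurons. Its *Gad1* went from 8 UMIs in *db/+* to 428 in *db/db*, so its mix of neurons may differ between the libraries. The log2 ratio of *Gria1* was −0.76 in cluster 4, −0.05 in the dentate granule-like cluster 7 and 0.01 in cluster 14. In cluster 20 it was 0.32 (−0.72 to 1.53), from 9 and 49 UMIs. A difference between clusters was not tested. *Mbp* (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637, plus strand) had 1072 CPM (1026 to 1121) in *db/+* and 585 CPM (554 to 618) in *db/db* in mature neurons, a log2 ratio of −0.87 (−0.98 to −0.77). Its ratio was −1.18 in cluster 7, −0.27 in cluster 4, −0.28 in cluster 14 and 0.80 in cluster 20. A UMI of *Mbp* was found in 51.8% of thinned *db/+* and 26.7% of thinned *db/db* mature neurons, against 38.7% and 28.7% of endothelial cells, so the *db/db* fraction lay at the background. Thinned to 500 UMIs, which left out no cells, it was found in 53.9% and 24.1% of mature neurons and in 52.5% and 25.3% of endothelial cells, so both fractions lay at the background. Before thinning it was found in 78.0% and 49.2% of mature neurons. In microglia the log2 ratio of *Mbp* was 1.36.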

Mature neurons showed downregulation of genes encoding maternally expressed gene 3 (*Meg3*) and β-actin (*Actb*). 

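Mature neurons held 6826 CPM (6708 to 6946) in *db/+* and 5201 CPM (5107 to 5296) in *db/db* of *Meg3* (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726, plus strand, a long non-coding RNA gene), a log2 ratio of −0.39 (−0.43 to −0.36). By cluster the ratio was −0.78 in cluster 4, 0.04 in cluster 7, −0.59 in cluster 14 and −4.29 in cluster 20. The mix of neurons within cluster 4 may differ between the libraries. For *Actb* (ENSMUSG00000029580, chromosome 5, 142903115 to 142906754, minus strand) the level was 1563 CPM (1507 to 1621) in *db/+* and 1318 CPM (1271 to 1366) in *db/db*, a log2 ratio of −0.25 (−0.32 to −0.17). It was −1.86 in cluster 7, −0.28 in cluster 4 and 0.25 in cluster 14. In cluster 20 it was 0.96 (−0.26 to 2.47), from 6 and 51 UMIs. With the stricter cell filter the ratio of *Actb* was 0.07 and its interval (−0.02 to 0.15) included 0, while *Meg3* stayed lower in *db/db* under every alternative, from −0.92 to −0.34.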

Astrocytes displayed downregulation of actin polymerisation regulating genes tetraspanin 7 (*Tspan7*) [29] and metallothionein III (*Mt3*) [30]. 

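Astrocytes had 5336 UMIs of *Tspan7* (ENSMUSG00000058254, chromosome X, 10485158 to 10596605, plus strand) in *db/+* and 3476 in *db/db*. This corresponds to 2122 CPM (2066 to 2180) in *db/+* and 1515 CPM (1465 to 1566) in *db/db*, a log2 ratio of −0.49 (−0.55 to −0.42). Of *Mt3* (ENSMUSG00000031760, chromosome 8, 94152607 to 94154146, plus strand) they had 5247 CPM (5158 to 5337) in *db/+* and 3130.3 CPM (3058 to 3204) in *db/db*, a log2 ratio of −0.75 (−0.79 to −0.70). Under the alternatives the ratios lay from −0.62 to −0.27 for *Tspan7* and from −0.88 to −0.72 for *Mt3*.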

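The early response gene *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984, plus strand) had 84 UMIs in the 61 *db/+* immature neurons and 55 UMIs in the 158 *db/db* immature neurons. Scaled to the UMIs of the class these are 449 CPM (358 to 556) in *db/+* and 101 CPM (76.3 to 132) in *db/db*, a log2 ratio of −2.15 (−2.67 to −1.64). Thinned to 1000 UMIs, 8 of 24 *db/+* cells (33.3%, 15.6 to 55.3) and 7 of 109 *db/db* cells (6.42%, 2.62 to 12.8) held a UMI of it, with 37 and 49 cells left out. Microglia held it in 19.2% and 8.39% of cells, and both fractions in immature neurons had intervals that held these values. When all cells were thinned to 500 UMIs, *Egr1* was found in 14.8% and 1.27% of immature neurons and 13.8% and 7.00% of microglia. Microglia cannot serve as a background for this gene, because they held much more of it than astrocytes did. In *db/+* there were 513 UMIs in 203 microglia and 18 UMIs in 904 astrocytes. In *db/db* there were 288 UMIs in 443 microglia and 17 UMIs in 701 astrocytes. The thinned fractions therefore do not decide whether *Egr1* lay above the background. The unthinned fractions in immature neurons were 41.0% and 9.49%, above the level of unthinned astrocytes (18 of 904 and 13 of 701 cells). Thinned immature neurons came from cells with median depths of 5857.5 and 3700 UMIs. *Egr1* was lower in *db/db* beyond the counting interval in 8 of the 13 cell classes and higher in 2, with a median log2 ratio of −1.38.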

Immature neurons showed downregulation of the gene encoding early growth response-1 (*Egr1*), an important transcription factor in memory formation [31]. This occurred alongside upregulation of *HbA-a2* (encoding a globin family protein) and *Gad2*, which are known to be linked to schizophrenia and bipolar disorder [32]. 

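The α-globin gene *Hba-a2* (ENSMUSG00000069917, chromosome 11, 32296489 to 32297298, plus strand) had 86 UMIs in *db/+* and 36 UMIs in *db/db* immature neurons, or 459.7 CPM (368 to 568) in *db/+* and 66.3 CPM (46.4 to 91.7) in *db/db*, a log2 ratio of −2.79 (−3.40 to −2.22). With the libraries integrated before clustering, the ratio changed direction to 0.65 (0.34 to 0.97). A UMI was found in 25.0% of thinned *db/+* and 6.42% of thinned *db/db* immature neurons and in 21.4% and 7.91% of thinned microglia, so that at this depth these fractions cannot be separated from the background. Thinned to 500 UMIs, with no cells left out, they were 41.0% (28.6 to 54.3) and 6.33% in immature neurons and 12.8% (8.54 to 18.2) and 4.97% in microglia, so the *db/+* fraction lay above that of microglia there. Other *db/+* classes had levels on both sides of the 459.7 CPM in immature neurons. Astrocytes had 837 CPM and ependymocytes 2011 CPM, while mature neurons had 424 CPM and oligodendrocytes 277 CPM. A level above the background was therefore not shown. Unthinned, the fractions with a UMI were 70.5% and 20.3% in immature neurons. *Hba-a1* encodes the same protein, and reads of both copies can be split by the counting. *Gad2* (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874, plus strand) rose from 10 UMIs to 152 UMIs in the same cells, with 53.5 CPM (25.6 to 98.3) in *db/+* and 279.8 CPM (237 to 328) in *db/db*, a log2 ratio of 2.39 (1.47 to 3.48). It was detected in 2 of 24 thinned *db/+* cells (8.33%, 1.03 to 27.0) and 26 of 109 thinned *db/db* cells (23.9%, 16.2 to 33.0), intervals that overlap, with 37 and 49 cells left out. Thinned to 500 UMIs, with no cells left out, it was detected in 1 of 61 (1.64%, 0.0415 to 8.80) and 26 of 158 cells (16.5%, 11.0 to 23.2), intervals that do not overlap. It was found in 8.20% and 43.7% of cells without thinning. In microglia thinned to 1000 UMIs, as a background, it was found in 0 of 182 *db/+* and 0 of 417 *db/db* cells, which allows up to 1.65% and 0.719%. All immature neurons lay in 1 cluster. Over 9 genes of the interneuron lineage the median log2 ratio in this class was 0.71.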

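The values here are expression levels of the transcription factor genes in astrocytes, since the regulon scores of pySCENIC were not recomputed. *Hes5* (ENSMUSG00000048001, chromosome 4, 154960923 to 154962371, plus strand) had 319 CPM (297 to 341) in *db/+* and 222 CPM (203 to 242) in *db/db*, a log2 ratio of −0.52 (−0.68 to −0.36). For *Lhx2* (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733, plus strand) the ratio was −0.20 (−0.34 to −0.06), from 911 and 724 UMIs, and for *Sox21* (ENSMUSG00000061517, chromosome 14, 118233232 to 118237030, minus strand) it was −0.39 (−0.66 to −0.12), from 279 and 194 UMIs. *Sox2* (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461, plus strand) had 385 CPM (361 to 409.6) in *db/+* and 394 CPM (369 to 421) in *db/db*, and its ratio of 0.04 (−0.10 to 0.17) included 0. As a difference of mean ln expression per cell, the scale of the violin plots, *Lhx2* was 0.11 and *Sox21* was 0.01 higher in *db/db*, while *Hes5* stayed at −0.07. Thinned to 1000 UMIs, *Hes5* was found in 24.8% of 408 *db/+* astrocytes (20.6 to 29.2) and 15.8% of 494 *db/db* astrocytes (12.7 to 19.3), with 496 and 207 cells left out and median depths of 2190.5 and 3577 UMIs. The thinned fractions of *Lhx2* (29.4% and 26.5%), *Sox21* (40 of 408 and 41 of 494 cells) and *Sox2* (31.9% and 27.7%) had intervals that overlapped between the libraries. At 500 UMIs, with no cells left out, those of *Hes5* overlapped too, with 11.7% (9.70 to 14.0) and 7.85% (5.97 to 10.1). Microglia, as a background, held *Hes5* in 0.549% and 0.240% of cells. Without thinning the fractions in astrocytes were 30.8% and 30.7% for *Hes5*, 37.4% and 48.5% for *Lhx2*, 18.4% and 21.3% for *Sox21* and 36.7% and 49.4% for *Sox2*, but *db/db* astrocytes also held more UMIs per cell. Over the 11 transcription factor genes named in Fig. 3a–e, log2 ratios ranged from −0.61 to 0.39 with a median of −0.20. The highest were *Etv4* (0.39) and *Sox6* (0.37 (0.12 to 0.62)).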

Analysis by the algorithm pySCENIC identified enhanced expression of the transcription factor genes (*Hes5*, *Lhx2*, *Sox21*, *Sox2*) and neurogenesis regulatory factors in *db/db* mouse astrocytes (Fig. 3a–e), suggesting a potentially ambiguous lineage trajectory between *db/db* and control mice. Top microglial regulons were slightly discrete between control and *db/db* mice (Fig. 3f–j). 

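Expression was compared for transcription factor genes that the paper names for microglia, without recomputing their regulons. *Lyl1* (ENSMUSG00000034041, chromosome 8, 84701457 to 84704715, plus strand) had 69 and 147 UMIs, a log2 ratio of 0.51 (0.09 to 0.94). *Maf* (0.34 (0.21 to 0.46)) was also above 0 beyond the counting interval, and *Cebpa* was below it (−0.29 (−0.55 to −0.02)). The intervals of *Irf1*, *Irf5*, *Irf8*, *Ikzf1*, *Prdm1*, *Elf4* and *Stat6* included 0, so a difference in these genes was not detectable at this depth.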

The mature neuronal population (*db/db*) showed top regulons that are known transcription factors (*Elk1* and *Egr4*) regulating early immediate genes (ESM Fig. 2a–e), while immature neuronal cells (*db/db*) had increased expression of marker genes for inhibitory neuronal characteristics (*Sp9* and *Meis1*) (ESM Fig. 2f–j). These outcomes suggest a shift in the gene regulatory networks and driver transcription factors underlying distinct cell fates in *db/db* mouse cortex. 

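In mature neurons *Elk1* (ENSMUSG00000009406, chromosome X, 20933395 to 20950608, minus strand) had 103 UMIs in *db/+* and 124 in *db/db*, a log2 ratio of −0.01 (−0.40 to 0.38). *Egr4* (ENSMUSG00000071341, chromosome 6, 85511121 to 85513589, minus strand) had 45 and 73 UMIs, a ratio of 0.42 (−0.14 to 0.99). Both intervals included 0, so no difference was detectable at this depth. Over the 10 genes named in ESM Fig. 2a–e for mature neurons, the ratios ran from −1.15 to 0.80 with a median of −0.15. In immature neurons *Sp9* (ENSMUSG00000068859, chromosome 2, 73271925 to 73284706, plus strand) had 182 CPM (126 to 254) in *db/+* and 232 CPM (193 to 276) in *db/db*, a ratio of 0.35 (−0.20 to 0.94), and *Meis1* (ENSMUSG00000020160, chromosome 11, 18879817 to 19018985, minus strand) had 7 and 34 UMIs, a ratio of 0.74 (−0.45 to 2.16). These intervals included 0 as well. All 13 genes named in ESM Fig. 2f–j had ratios above 0 in immature neurons, from 0.02 to 1.46, with a median of 0.49. Detection of *Sp9* in cells thinned to 1000 UMIs was 8.33% of 24 *db/+* cells (1.03 to 27.0) and 27.5% of 109 *db/db* cells (19.4 to 36.9), and 24.6% and 38.6% without thinning. With thinning to 500 UMIs and no cells left out, it was 13.1% of 61 and 13.3% of 158 cells, so the rise was not seen at that depth. *Sp9* was found in 0 of the 182 and 0 of the 417 thinned microglia, which allows up to 1.65% and 0.719%.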

The corresponding scale independence and mean connectivity are shown in ESM Fig. 3.

**Fig. 3:**
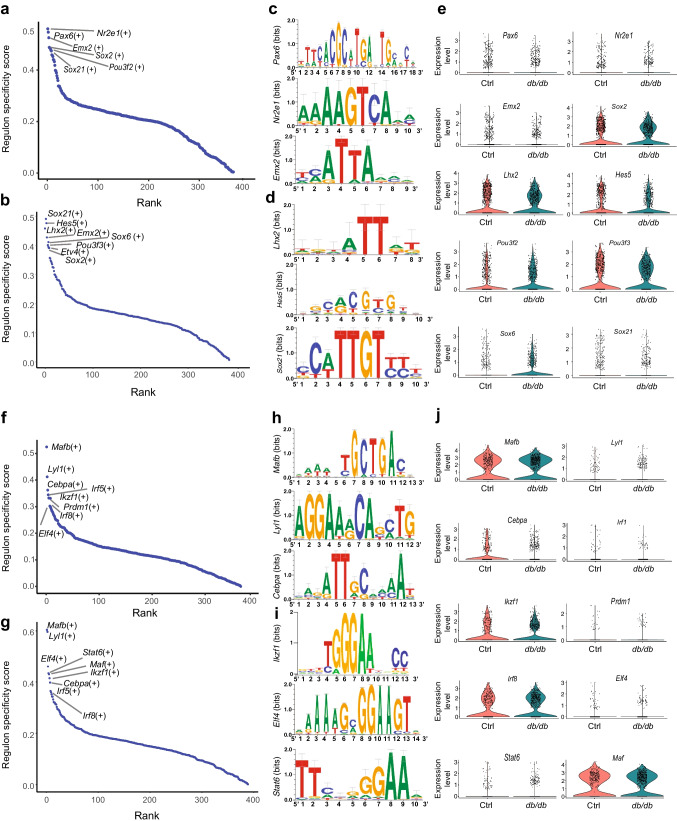
Regulon analysis. (**a**–**d**) Top regulons (**a**, **b**) and top unique motifs (**c**,** d**) in *db*/+ (**a**, **c**) and *db*/*db* (**b**, **d**) mouse astrocytes. (**e**) Differential expression patterns of top regulon genes in *db*/+ and *db*/*db* mouse astrocyte cell populations. (**f**–**j**) Top regulons (**f**, **g**) and unique motifs (**h**, **i**) in *db*/+ (**f**, **h**) and *db*/*db* (**g**, **i**) mouse microglia. (**j**) Differential expression patterns of top regulon genes in *db*/+ and *db*/*db* mouse microglia cell populations. Expression levels for individual genes are presented as the normalised counts. Neuronal populations are shown in ESM Fig. 2

### Ex vivo investigation validates neuronal and glial population alterations in ***db/db*** mice

Immunohistochemistry (Fig. 4a) was used to quantify the numbers of immature and mature neurons (Fig. 4b–g). NeuN^+^ cell/DAPI ratio was significantly reduced in *db/db* mice (Fig. 4b). A slight increase in the density of DCX^+^ and proliferating cells was observed in *db/db* mice (Fig. 4c,d). Since the cortex is not a classical neurogenic niche, proliferation and neurogenesis were also assessed in the subventricular zone (SVZ). Both DCX burden and BrdU^+^ cell density in the SVZ were significantly increased in *db/db* mice when compared with control mice (Fig. 4e–g).

**Fig. 4:**
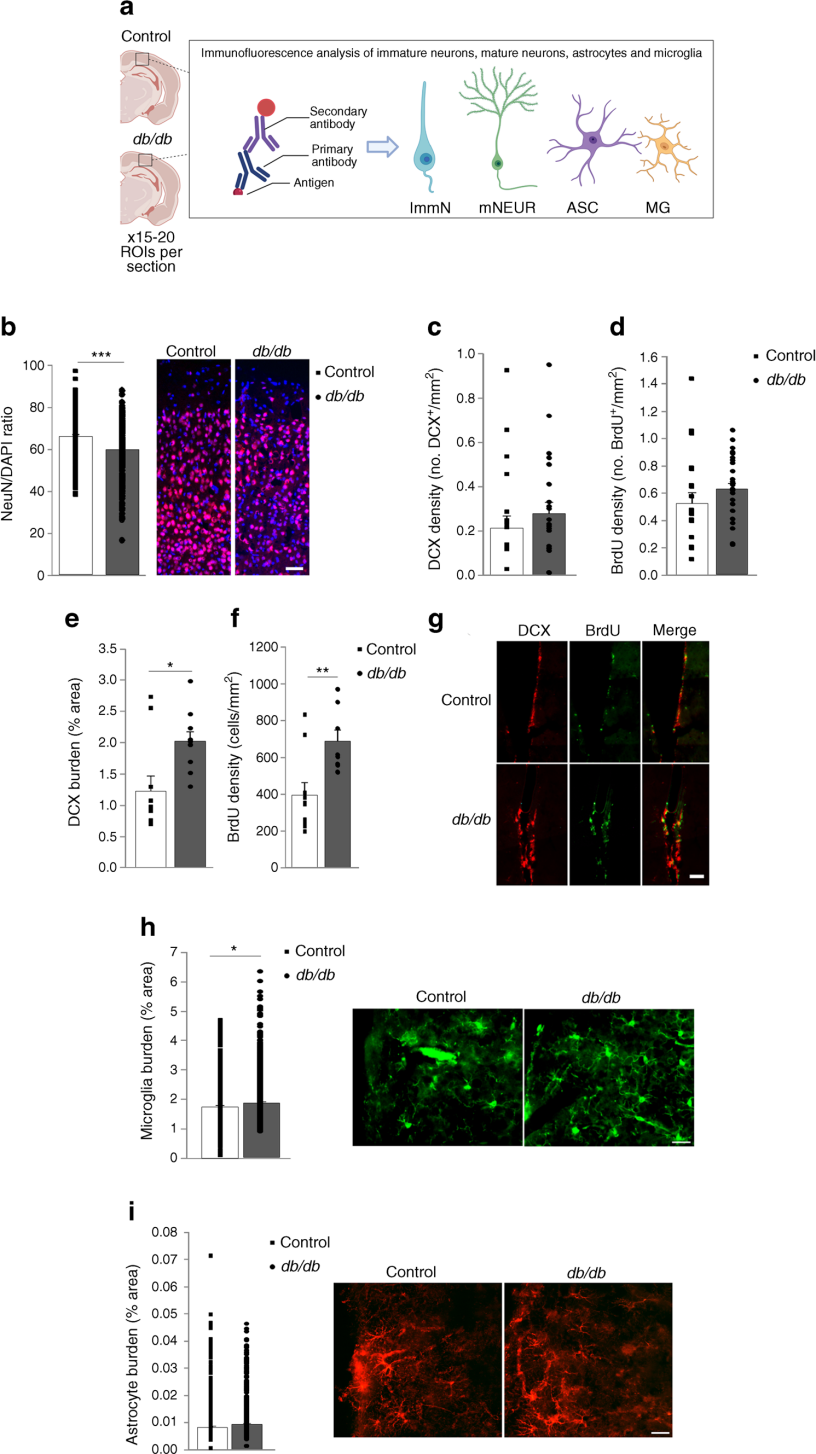
Neuron compromise and microglia burden are increased in *db*/*db* mice. (**a**) Schematic describing the staining process. Indirect staining with primary antibody and secondary fluorescently conjugated antibody was used to identify cell subtypes (immature neurons, mature neurons, astrocytes and microglia). (**b**) NeuN/DAPI ratio was significantly lower in the cortex from *db*/*db* mice, when compared with control mice (***p<0.001 vs control). Representative images of cortical sections from control and *db*/*db* mice, with NeuN (red) and DAPI (blue) staining, are shown. Scale bar, 50 µm. (**c**, **d**) No differences were observed when DCX (*p*=0.407) (**c**) or BrdU (*p*=0.267) (**d**) densities were compared in the cortex from *db*/*db* and control mice. (**e**, **f**) DCX burden (**e**) was significantly increased in the SVZ from *db*/*db* when compared with control mice (*p=0.012 vs control). Similarly, BrdU density (**f**) was significantly higher in the SVZ from *db*/*db* mice (**p=0.004 vs control). (**g**) Representative images of the SVZ from control and *db*/*db* mice (green, BrdU^+^; red, DCX^+^). Scale bar, 50 μm. (**h**) Microglia burden was increased in *db*/*db* mice when compared with control mice (*p=0.046). Representative images of microglia staining in the cortex from control and *db*/*db* mice (green, Iba-1) are shown. Scale bar, 25 μm. (**i**) Astrocyte burden was not affected in *db*/*db* mice when compared with control mice (*p*=0.142). Representative images of astrocyte staining in the cortex from control and *db*/*db* mice (red, GFAP) are shown. Scale bar, 25 μm. Schematic in (**a**) was created with BioRender.com. ASC, astrocytes; ImmN, immature neurons; MG, microglia; mNEUR, mature neurons

Microglia burden was increased in the cortex from *db/db* mice when compared with control mice (Fig. 4h), while no differences in astrocyte burden were observed (Fig. 4i).

### Correlated gene modules reveal the altered cellular behaviour of metabolism, synapse and inflammatory pathways in ***db/db*** mouse cortex

WGCN analysis was performed (Fig. 5a–d). 

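Modules were built in each library on its own from the most variable genes, as a signed network of Pearson correlations raised to the power 9 of the ESM Methods, with topological overlap and average linkage. The tree was divided at the lowest height that gave the most modules of at least 30 genes. This gave 12 modules with 1434 of 1966 genes in the *db/+* library and 12 modules with 1413 of 1997 genes in the *db/db* library. Power 6 gave 11 modules in each library and 4000 variable genes gave 14. For each cell class, the module whose eigengene correlated best with membership had r of 0.86 in *db/+* and 0.87 in *db/db* for astrocytes, 0.79 and 0.84 for microglia, 0.84 and 0.89 for mature neurons and 0.35 and 0.42 for immature neurons. These correlations are across cells of 1 library, which are not independent replicates. The choice that moved a correlation most was 4000 variable genes, with 0.78 for immature neurons in *db/db*.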

Gene ontology (GO) analysis of correlated unique gene modules in cells revealed altered mRNA metabolism in immature neurons and changes in glycogen and lipid metabolism in astrocytes of diabetic mouse brains (Fig. 5e). Furthermore, pathways implicated in inflammation and phagocytosis in microglia were uniquely altered in diabetic cortex, whereas mature neurons had altered pathways relating to synaptic processes (Fig. 5e).

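Enrichment of GO terms was not run, and the pathways were instead compared through lists of genes, each as the median log2 ratio and its percentile among 10000 random lists matched on expression. The 44 splicing genes had a median of 0.01 in immature neurons (percentile 13.9), with 22 above and 22 below 0. In astrocytes the 19 glycogen genes detected had a median of −0.05 (percentile 23.3). The 38 genes of lipid metabolism detected in astrocytes had a median of −0.16 (percentile 0.420), with 13 above and 25 below 0. With scaling by the median ratio the lipid median was −0.17.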

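The 31 genes of Fc gamma receptor signalling and phagocytosis that were detected in microglia had a median log2 ratio of 0.08 (percentile 89.3), with 19 above and 12 below 0. Scaling by the median ratio moved this median to 0.12. In mature neurons the 40 genes of transmitter release had a median of 0.21 (percentile 98.9), with 28 above and 12 below 0, and the other scaling left it at 0.21. This list was not compared by cluster, and cluster 7 of this class fell from 376 to 47 cells. Another mix of cells therefore stays open for it.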

**Fig. 5:**
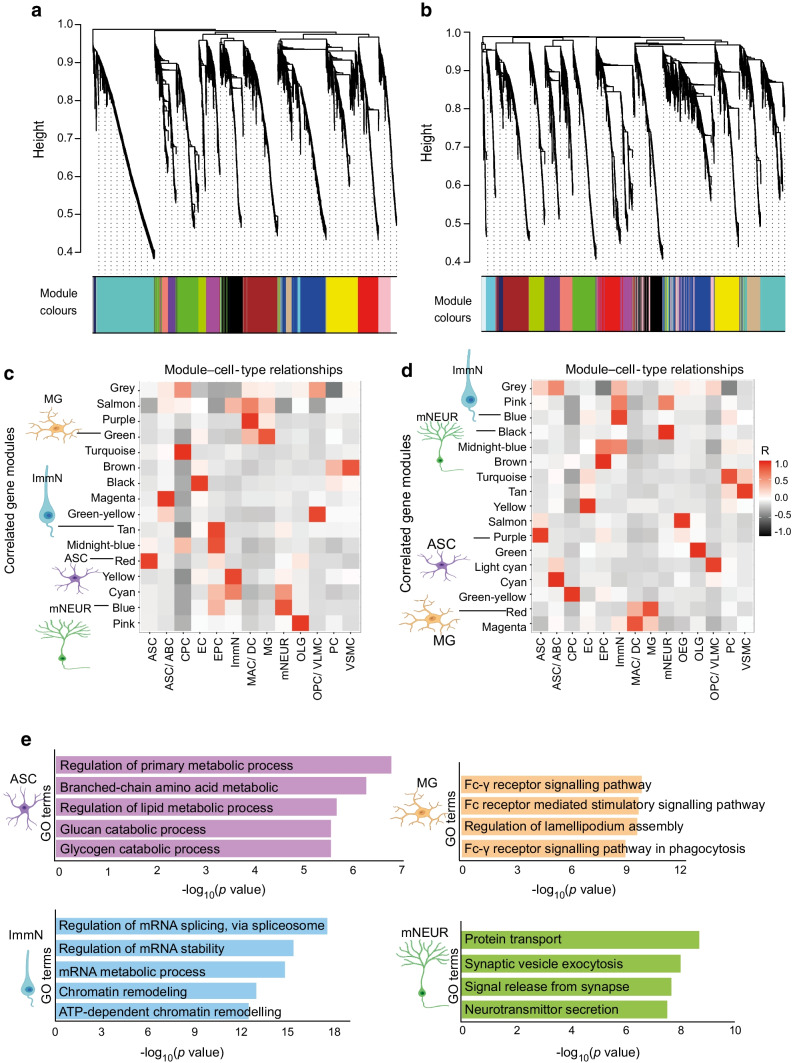
WGCN analysis and GO terms for correlated modules. (**a**, **b**) Cluster dendrogram for gene modules showing modules of high interconnection in control (**a**) and *db/db* (**b**) mice. Height in cluster dendrograms indicates the inter-cluster correlation distance and modules are marked by different colours in the horizontal bar (grey represents unassigned genes). (**c**, **d**) The relationship between gene sets and cell types is shown for control (**c**) and *db/db* (**d**). Each column is a cell type and each row represents module eigengenes. Each unit is coloured in the correlation coefficient (*R*) on a scale of −1 to +1 (black, negative; red, positive; white, null). (**e**) Unique GO terms for correlated gene module in *db*/*db* mouse cell types. Cell images were created with BioRender.com. ABC, arachnoid barrier cells; ASC, astrocytes; CPC, choroid plexus cells; DC, dendritic cells; EC, endothelial cells; EPC, ependymocytes; ImmN, immature neurons; MAC, macrophages; MG, microglia; mNeur, mature neurons; OLG, oligodendrocytes; OPC, oligodendrocyte progenitor cells; PC, pericytes; VLMC, vascular leptomeningeal cells; VSMC, vascular smooth muscle cells

### Vascular abnormalities observed in ***db/db*** mouse cortex

Previous reports have suggested that brain vasculature is affected in type 2 diabetes models [24]. We observed reduced laminin^+^ vessels in *db/db* mice (Fig. 6a, d). ‘Hotspots’ of leakage were observed in the *db/db* mouse cortex but not in the control mice cortex (Fig. 6e). Expression of endothelial marker genes including *Lgals1* (encoding galectin 1) and *Lamc3* (encoding laminin γ subunit 3) was reduced in *db/db* mice (ESM Fig. 4). 

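In endothelial cells *Lgals1* (ENSMUSG00000068220, chromosome 15, 78926725 to 78930465, plus strand) was counted with 13 UMIs in *db/+* and 10 in *db/db*, or 11.8 CPM (6.30 to 20.2) in *db/+* and 6.61 CPM (3.17 to 12.2) in *db/db*. Its log2 ratio of −0.84 (−2.19 to 0.46) included 0. *Lamc3* (ENSMUSG00000026840, chromosome 2, 31887291 to 31946539, plus strand) was counted with 28 and 42 UMIs, or 25.5 CPM (16.9 to 36.9) in *db/+* and 27.8 CPM (20.0 to 37.5) in *db/db*, and its ratio of 0.12 (−0.60 to 0.87) also included 0. A difference in either gene was therefore not detectable at this depth. In cells thinned to 1000 UMIs, *Lamc3* was found in 2.94% of 204 *db/+* endothelial cells (1.09 to 6.29) and 2.71% of 369 *db/db* endothelial cells (1.31 to 4.93), with 217 and 77 cells left out, and in 4.99% and 8.07% of cells without thinning. Thinned microglia held it in 0 of 182 and 0 of 417 cells, which allows up to 1.65% and 0.719%.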

The top differentially expressed genes (DEGs) in *db/db* mouse endothelial cells included *Malat* (encoding metastasis-associated lung adenocarcinoma transcript 1), which may be involved in angiogenesis [33], and *Cts3*, which is dysregulated in cerebral amyloid angiopathy (Fig. 6h) [34]. 

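*Malat1* (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672, minus strand, a long non-coding RNA gene) fell from 40845 UMIs in *db/+* to 37182 UMIs in *db/db* endothelial cells, or 37204 CPM (36844 to 37566) in *db/+* and 24593 CPM (24344 to 24844) in *db/db*, a log2 ratio of −0.60 (−0.62 to −0.58). Under the alternatives its ratio lay from −0.83 to −0.46. *Cst3* (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692, minus strand), which Fig. 6h shows, had 2244 CPM (2157 to 2335) in *db/+* and 1644 CPM (1579.6 to 1709.5) in *db/db*, a ratio of −0.45 (−0.53 to −0.37). Under the alternatives the ratio of *Cst3* ran from −1.55 to 0.44. With the stricter cell filter it changed direction to 0.44 (0.33 to 0.55).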

There was an increase in acellular capillaries in the *db/db* mouse cortex (Fig. 6b,f) alongside a loss of pericyte coverage (Fig. 6c,g). The top DEGs in pericytes included *Cald1* (encoding downregulation of caldesmon 1), which is involved in smooth muscle contraction [35]. 

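The 29 *db/+* and 125 *db/db* pericytes held 384 and 1026 UMIs of *Cald1* (ENSMUSG00000029761, chromosome 6, 34598500 to 34775473, plus strand). This gives 5367 CPM (4844 to 5932) in *db/+* and 4890.2 CPM (4596 to 5199) in *db/db*, and the log2 ratio of −0.13 (−0.30 to 0.04) included 0. The class held 71542 UMIs in *db/+* and 209806 in *db/db*. In this class scaling by the median ratio, in place of all UMIs, differs by −0.18 on the log2 scale. No pericyte class could be formed at resolution 0.4, without a cell filter or after integration.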

Dysregulation of metabolic genes was observed in *db/db* mouse pericytes, with a loss of mitochondrial complex-related genes such as *mt-Co1* and *mt-Nd4* (encoding mitochondrial NADH dehydrogenase 4) (Fig. 6i).

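In pericytes *mt-Co1* (ENSMUSG00000064351, the mitochondrial genome, 5328 to 6872, plus strand) had 5955 CPM (5402 to 6548) in *db/+* and 7045 CPM (6690 to 7413) in *db/db*, a log2 ratio of 0.24 (0.09 to 0.40). With cells weighted equally it was −0.15, and as a difference of mean ln expression per cell it was −0.08. *mt-Nd4* (ENSMUSG00000064363, the mitochondrial genome, 10167 to 11544, plus strand) had 3480.5 CPM (3062 to 3941) in *db/+* and 4681 CPM (4392 to 4983) in *db/db*, a ratio of 0.43 (0.23 to 0.63), which was −0.004 with cells weighted equally. The 13 protein-coding genes of the mitochondrial genome had a median ratio of 0.43 in pericytes (percentile 99.9 among random lists), and 0.61 with scaling by the median ratio. Together they took 5.08% of the UMIs in *db/+* and 6.68% in *db/db* pericytes.

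**Figure D2:**
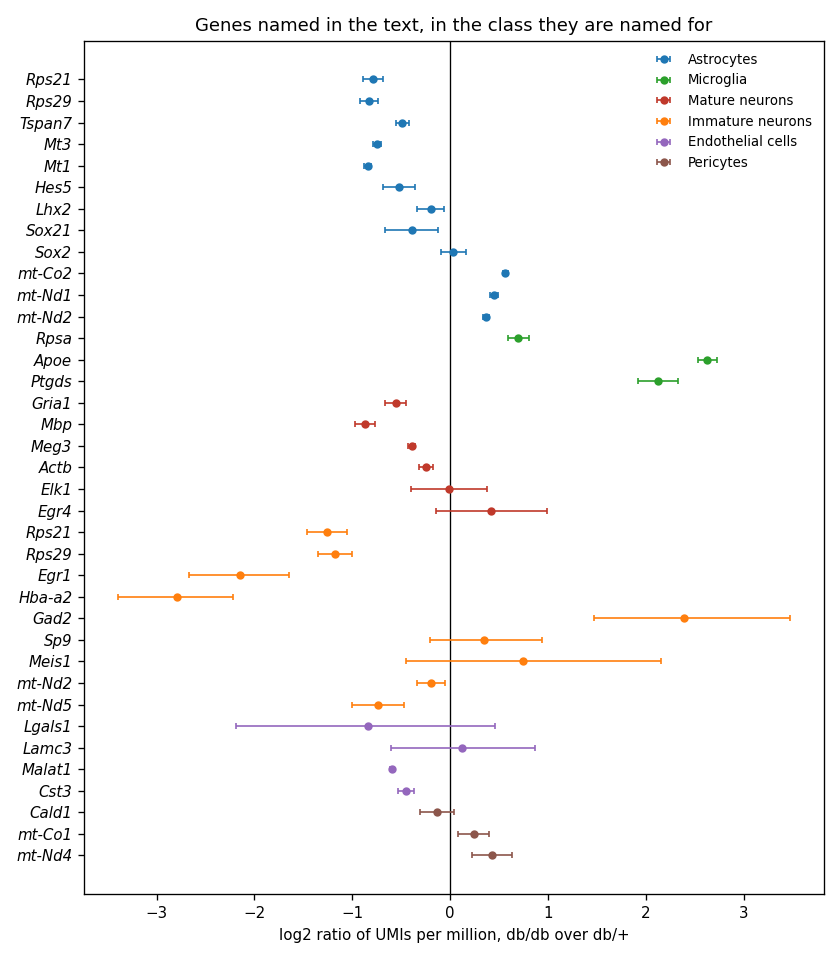
Log2 ratio of CPM, *db/db* over *db/+*, for the genes the paper's text names, each in the cell class it is named for. Points are coloured by class, lines are exact 95% intervals that cover counting error only, and the vertical line marks 0. *Apoe*, *Gad2* and *Ptgds* lie furthest to the right, and *Hba-a2* and *Egr1* in immature neurons furthest to the left.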

**Fig. 6:**
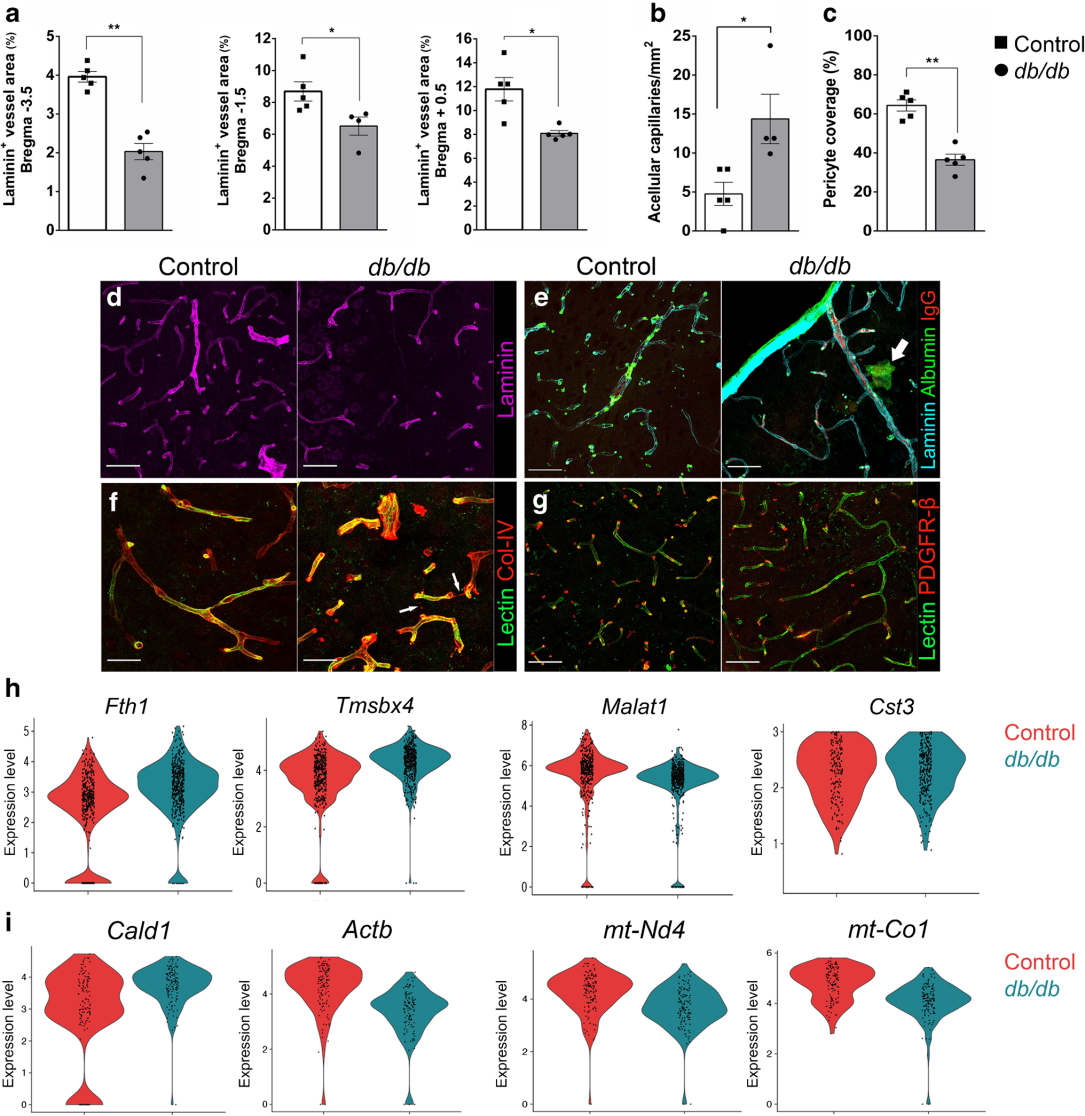
Vascular alterations in *db*/*db* mouse cortex. (**a**) Laminin^+^ vessel area was significantly reduced at various levels of Bregma in the cortex of *db*/*db* mice (*p<0.05, **p<0.01). (**b**) A significant increase in acellular capillaries was observed in *db*/*db* mouse cortex (*p<0.05) at Bregma level +0.5 mm. (**c**) A significant loss of pericyte coverage (PDGFR-β) was observed in *db*/*db* mouse cortex at Bregma +0.5 mm (**p<0.01). (**d**–**g**) Representative images: laminin staining (purple) (**d**); ‘hot-spot’ (arrow) area of vessel leakage in *db*/*db* mouse cortex (blue, laminin; red, IgG; green, albumin) (**e**); lectin (green) and Col-IV (red) in control and *db*/*db* mouse cortex for assessment of acellular capillaries (arrows) (**f**); and lectin (green) and PDGFR-β (red) in the control and *db*/*db* mouse cortex for measurement of pericyte coverage (**g**). Scale bar, 50 µm. (**h**) DEGs in endothelial cells. (**i**) DEGs in pericytes. Expression levels for individual genes (all *p*<0.001) are presented as the normalised counts

### Cortical metabolism is significantly altered in ***db/db*** mice, with dysregulated metabolic pathway genes observed in specific cortical populations

Our results indicated that metabolic dysfunction in the type 2 diabetes brain may be a consequence of NVU impairment. To validate these findings in vivo, metabolic profiling of the cortex was performed using acute brain slices (Fig. 7a). Glycolytic function was increased in *db/db* mouse cortex compared with controls (Fig. 7b). Non-glycolytic acidification (Fig. 7c), basal glycolysis (Fig. 7d) and glycolytic capacity (Fig. 7e) were all significantly increased in the *db/db* mouse cortex; however, no significant difference was observed in glycolytic reserve (Fig. 7f).

**Fig. 7:**
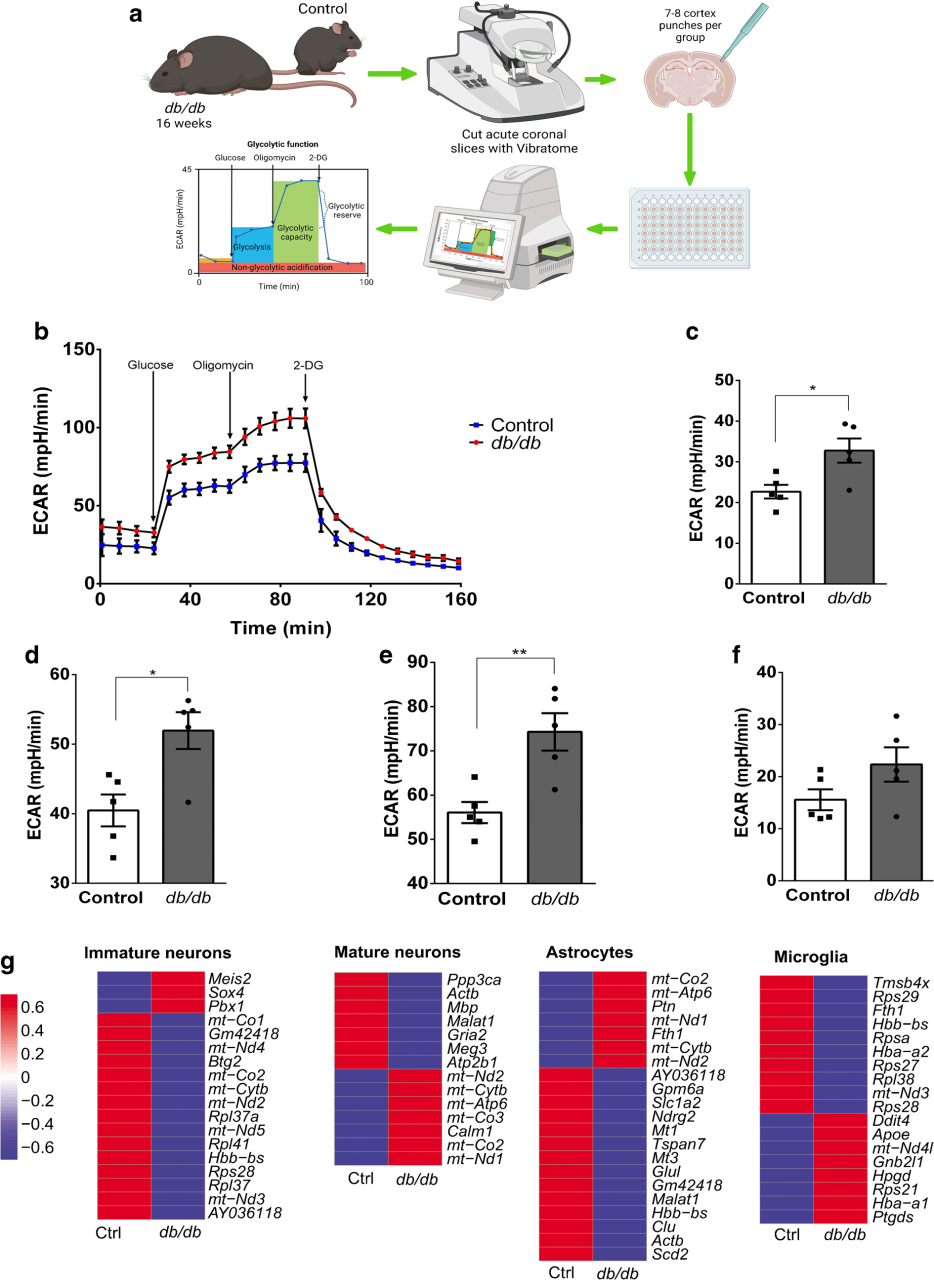
Metabolic profiling of *db*/*db* mouse cortex. (**a**) Schematic describing the process of obtaining acute coronal sections for metabolic profiling by Seahorse X FE 96. Male *db*/*db* or control mice aged 16 weeks (*n*=5 mice per group) were used to generate acute coronal slices (250 µm) using the Leica VT100s Vibratome. The Seahorse analyser was used to assess glycolytic function, via an adapted glycolytic stress test protocol. (**b**) Traces from *n*=5 *db/db* and *n*=5 control mice (representative of seven or eight punches per mouse) following the adapted glycolysis stress test protocol. (**c**) Non-glycolytic acidification was significantly increased in *db*/*db* mice. (**d**) Basal glycolysis was significantly increased in *db*/*db* mice. (**e**) Glycolytic capacity was significantly increased in *db*/*db* mice. (**f**) No significant changes were observed between *db*/*db* and control mice when comparing glycolytic reserve. *n*=5 mice per group; seven or eight cortical punches per mouse. *p<0.05, **p<0.01. Unpaired Student’s *t* test. Data are presented as mean values ± SEM. (**g**) Metabolism-related DEGs (all *p*<0.001) in *db*/+ (control) and *db*/*db* mouse cortex. Heatmap depicts normalised expression counts scaled between +1 and −1. Schematic in (**a**) was created with BioRender.com. ECAR, extracellular acidification rate

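Subunit genes of the respiratory chain were compared as lists, with the percentile of the median among random lists matched on expression. Over the 13 protein-coding genes of the mitochondrial genome, microglia had a median log2 ratio of 0.24 (percentile 89.9) and endothelial cells of −0.04 (percentile 29.9). The medians of the nuclear subunit genes of complex I (NADH dehydrogenase) were −0.09 in microglia (percentile 14.1), 0.14 in endothelial cells (percentile 86.1) and 0.04 in pericytes (percentile 88.4). Those of the other chain complexes were −0.22 in microglia (percentile 0.080), 0.01 in endothelial cells (percentile 10.1), 0.03 in pericytes (percentile 82.9) and −0.04 in immature neurons (percentile 3.19). The ribosomal protein genes had medians of 0.10 in mature neurons (percentile 89.2), −0.01 in endothelial cells (percentile 44.0) and −0.20 in pericytes (percentile 1.95). Some of these medians depend on the settings. With scaling by the median ratio, that of the other chain complexes in endothelial cells was −0.04, and that of the ribosomal genes in pericytes −0.02. With members of at least 50 UMIs alone, the pericyte medians were −0.05 for complex I and −0.06 for the other chain complexes. With scaling by the median ratio these pericyte medians were 0.22 and 0.21.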

A number of metabolism-related genes were differentially expressed in the *db/db* mouse cortex (Fig. 7g). For example, astrocytes and mature neurons showed increased expression of electron transport chain subunit genes and NADH dehydrogenase subunits. Together, these data indicate that the metabolic processes of cortical NVU cell populations are altered in *db/db* mice.

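The 36 nuclear subunit genes of complex I detected in astrocytes had a median log2 ratio of −0.20 (percentile 0.050), and in mature neurons 0.35 (percentile 99.99). For the 41 subunit genes of the other chain complexes, the median was −0.15 in astrocytes (percentile 0.570) and 0.36 in mature neurons (percentile 100). The 13 mitochondrial genes had medians of 0.30 in astrocytes (percentile 99.8), with 9 higher and 4 lower, and 0.11 in mature neurons (percentile 53.6), with 7 higher and 6 lower. They took 8.71% of the UMIs of *db/+* and 11.6% of those of *db/db* astrocytes, and 7.69% and 8.66% of those of mature neurons. In immature neurons the mitochondrial median was −0.20 (percentile 2.07) and that of complex I −0.21 (percentile 0.010). Scaling by the median ratio left the sign of each of these medians as it was. No list was compared by cluster. In mature neurons the dentate granule-like cluster 7 fell from 376 to 47 cells, so another mix of cells stays open for their medians.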

### Cortical cell populations are also changed in humans with type 2 diabetes

To validate our *db/db* mouse model findings, we studied samples from people with type 2 diabetes. Neuronal and glial cell populations were assessed in a small population of cortex samples from non-diabetic individuals and from individuals with type 2 diabetes. Staining of NeuN in frontal cortex sections indicated a qualitative reduction in neuronal cells in the frontal cortex of individuals with type 2 diabetes (Fig. 8a), although semi-quantitative analysis of NeuN western blots from parietal, temporal and frontal cortex samples showed no significant difference (Fig. 8c). A similar observation was seen after analysis of postsynaptic density protein 95 (PSD95) (ESM Fig. 5a). Noticeably, a reduction in GFAP protein was observed in samples from type 2 diabetes temporal cortex only (Fig. 8b,d). GFAP staining of human cortex showed an increased localisation with blood vessels (stained with wheat germ agglutinin) (Fig. 8b). Iba-1 was not significantly changed in any cortical region in individuals with type 2 diabetes when compared with healthy control individuals. A reduction in zonula occludens-1 (ZO-1) protein levels was observed in individuals with type 2 diabetes in the parietal and temporal cortex (ESM Fig. 5b). Occludin was unexpectedly increased in the parietal cortex of individuals with type 2 diabetes (ESM Fig. 5b). A statistically significant loss of platelet-derived growth factor receptor (PDGFR) α/β was observed in the parietal cortex of individuals with type 2 diabetes (ESM Fig. 5c).

**Fig. 8:**
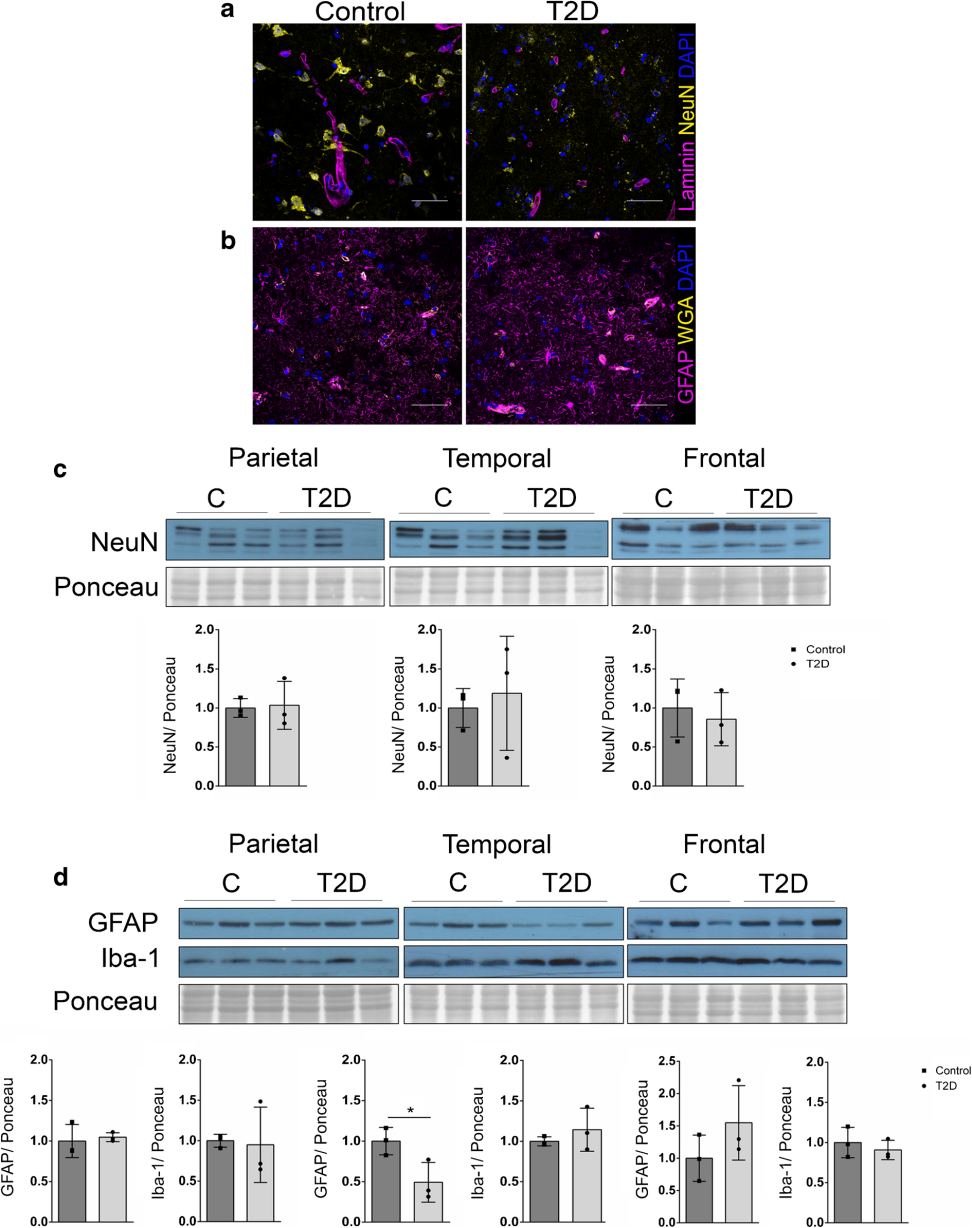
Cortex samples from individuals with type 2 diabetes reveal alterations in neuronal and glial cell populations. (**a**) Representative images show reduced NeuN staining (yellow) in frontal cortex from a donor with type 2 diabetes compared with cortex from a control donor. Laminin staining is shown in purple, alongside DAPI in blue, *n*=4 or 5 individuals per group. (**b**) Representative images showing GFAP staining of the frontal cortex (purple) alongside wheat germ agglutinin (yellow), *n*=4 or 5 patients per group. (**c**) Western blotting of human cortex samples (parietal, temporal and frontal) shows the expression of NeuN in each location, *n*=3 individuals per group. (**d**) Western blotting of human cortex samples (parietal, temporal and frontal) shows the expression of GFAP and Iba-1 in each location. GFAP expression was reduced in the temporal cortex (*p<0.05 vs control samples), *n*=3 individuals per group. Western blot quantification was analysed by normalising the protein levels to the Ponceau stain. C, control; T2D, type 2 diabetes; WGA, wheat germ agglutinin

## Discussion

Recent evidence has shown a relationship between type 2 diabetes and cognitive decline, dementia and Alzheimer’s disease [2-4]. Hyperglycaemia, insulin resistance, hypertension and dyslipidaemia in type 2 diabetes have a profound effect on the vasculature, leading to complications such as stroke, cardiovascular disease and diabetic retinopathy. Type 2 diabetes also has a damaging effect on neurons and glia, often relating to cell–cell communication defects across the retinal NVU [12]. The current study has detailed how *db/db* mice manifest cognitive deficiencies in unison with reduced brain weight and cortex size. Here, for the first time, we have catalogued a map of transcriptional profiles of the cerebral cortex from *db/db* mice, with a focus on the cell populations of the NVU.

Our scRNA-seq analysis identified a decrease in mature neurons, alongside an increase in microglia and immature neurons in the *db/db* mouse cortex. These novel findings, including disruption of several key neuronal regulatory genes, were complemented by the observed brain atrophy and cognitive decline in the *db/db* mouse. *Meg3* and *Mbp* both showed reduced expression in *db/db* mice, indicating functional disruption. Downregulation of *Mbp* in mature neurons may indicate that golli-Mbp [28] (a known protein found outside the myelin sheath), which is involved in neuronal development [36] and Ca^2+^ homeostasis, may be affected in type 2 diabetes. We also observed some evidence of NeuN reduction in individuals with type 2 diabetes. Together, these data suggest that type 2 diabetes may affect neuronal maturation, thereby having a profound impact on cognition. This finding is reinforced by similar findings in Alzheimer’s disease [37] and other neurodegenerative diseases associated with progressive cognitive decline [38].

Previous reports have suggested that glial GFAP^+^ area is increased in the *db/db* mouse cortex [39]. Our findings in *db/db* mice and humans with type 2 diabetes remain ambiguous. Nevertheless, we observed a distinct transcriptional profile of cortical astrocytes in *db/db* mice. A notable example is *Mt3* downregulation in *db/db* mouse astrocytes. This change in expression has been related to reduced uptake of Aβ leading to extracellular accumulation in Alzheimer’s disease [40], highlighting a link between Alzheimer’s disease pathology and diabetes-induced cognitive decline. *Mt1* and *Mt3* are also involved in protection against oxidative stress [30] and their downregulation in *db/db* mouse astrocytes may contribute to oxidative damage and enhanced inflammation in the type 2 diabetes cortex.

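*Mt1* (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327, plus strand) had 16718 UMIs in *db/+* and 8513 in *db/db* astrocytes, or 6649 CPM (6549 to 6751) in *db/+* and 3711 CPM (3633 to 3791) in *db/db*, a log2 ratio of −0.84 (−0.88 to −0.80). The alternatives gave −0.98 to −0.82.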

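In astrocytes *mt-Co2* (ENSMUSG00000064354, the mitochondrial genome, 7013 to 7696, plus strand) had 10687 CPM (10559 to 10815) in *db/+* and 15819.9 CPM (15658 to 15984) in *db/db*, a log2 ratio of 0.57 (0.54 to 0.59). The level of *mt-Nd1* (ENSMUSG00000064341, the mitochondrial genome, 2751 to 3707, plus strand) was 4350.4 CPM (4269 to 4433) in *db/+* and 5942 CPM (5843 to 6043) in *db/db*, a ratio of 0.45 (0.41 to 0.49). That of *mt-Nd2* (ENSMUSG00000064345, the mitochondrial genome, 3914 to 4951, plus strand) was 6388 CPM (6289.5 to 6487) in *db/+* and 8227 CPM (8110.1 to 8345) in *db/db*, a ratio of 0.37 (0.33 to 0.40), which was −0.01 (−0.06 to 0.04) with the stricter cell filter.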

Cortical astrocyte metabolism was affected in *db/db* mice, including upregulation of genes involved in the formation of mitochondrial complexes (e.g. *mt-Co2*, *mt-Nd1*, *mt-Nd2*) and dysregulated lipid metabolism. A previous study reported that alterations in astrocyte lipid metabolism may be linked to degeneration of motor neurons [41]. Astrocytes play an important role in NVU function, interacting with and supporting neurons and blood vessels [42] and these changes in metabolic function in cortical astrocytes may contribute to NVU dysfunction in *db/db* mice.

Microglia are important modulators of homeostasis in the cerebral cortex. We found an increased number of microglia in the cortex of *db/db* mice, occurring in unison with overexpression of inflammatory pathways and genes involved in myelin damage, indicating neuronal injury in the diabetic brain [43]. ApoE is an established genetic risk factor for Alzheimer’s disease with roles in Aβ clearance, glucose metabolism and proinflammatory responses [44]. However, high levels of leptin can influence ApoE expression [45], therefore this finding should be explored in other diabetic models before a conclusion is made. In diabetic retinopathy, neurodegeneration is known to be an important early event (prior to vascular complications [46]), and is thought to be driven by chronic inflammation. A recent study showed that depleting microglia in a high-fat-diet-induced model of diabetes was able to improve cerebrovasculature deficits [47]. Further understanding of the neuroinflammatory pathways mediated by microglia in the type 2 diabetes cortex will be beneficial in understanding the role of neuroinflammation in the progress of diabetes-related cognitive decline.

Diabetes is known to have a profound effect on vascular function. Our IHC data indicated reduced laminin^+^ vascular density in the *db/db* mouse cortex, mirrored by increased acellular capillaries and loss of pericytes. This is in line with findings in the *db/db* retina, where vascular alterations can be seen from 10 weeks [48]. We also observed evidence of vascular leakage in specific ‘hot spots’ in the *db*/*db* mouse cortex, although this requires further characterisation. Top DEGs in endothelial cells suggested alterations to angiogenesis and vessel disease, while smooth muscle contraction and metabolism were dysregulated in pericytes. We saw a statistically significant reduction of ZO-1 protein expression in the parietal and temporal cortex of individuals with type 2 diabetes. We also observed region-specific increases in occludin expression, although the cellular source of this upregulation remains to be clarified. Loss of vascular density and pericyte coverage have been reported in diabetic retinopathy [49] and also in the cortex in Alzheimer’s disease [8], strengthening the assertion that progressive NVU dysfunction in the brain during type 2 diabetes is linked to neuronal depletion and cognitive decline. Together, these findings of altered neuronal maturation, astrocyte metabolism and microglial inflammation in the *db/db* mouse cortex highlight the impact of complex neuroglial interactions in type 2 diabetes-induced cognitive decline.

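Immature neurons had 576 UMIs of *mt-Nd2* in *db/+* and 1461 in *db/db*, or 3079 CPM (2833 to 3341) in *db/+* and 2689 CPM (2553 to 2830.5) in *db/db*, a log2 ratio of −0.20 (−0.34 to −0.05). It changed direction to 0.26 with the stricter cell filter and to 0.13 with no cell filter. *mt-Nd5* (ENSMUSG00000064367, the mitochondrial genome, 11742 to 13565, plus strand) had 1032 CPM (891 to 1188) in *db/+* and 618 CPM (554 to 688) in *db/db*, a ratio of −0.74 (−1.00 to −0.48), and stayed below 0 under the alternatives, from −1.40 to −0.31.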

We report that *db/db* mouse cortex showed a significant increase in glycolysis and alterations to a number of genes involved in oxidative phosphorylation (e.g. *mt-Nd2* and *mt-Nd5* were reduced in immature neurons). This result suggests that at least some cells in the type 2 diabetes cortex may switch to anaerobic glycolysis as the main supply of energy (Warburg effect). Interestingly, this Warburg effect metabolism shift has been shown to drive neuronal degeneration in sporadic Alzheimer’s disease [50]. Metabolism was also dysregulated in mature neurons and astrocytes. Mitochondrial dysfunction in diabetes has been widely described [51]. We propose that altered metabolic function of key component cells of the brain NVU may play a major role in the loss of vascular integrity and homeostasis leading to increased risk of neurodegeneration and cognitive decline.

Our study reveals distinct changes to the cells of the cerebral cortex in type 2 diabetes. One limitation of our approach is the use of IHC quantification to validate changes to cortical NVU populations, as IHC is primarily a qualitative technique. Future analysis should focus on characterisation and quantitative validation of cortical cellular heterogeneity and subcellular vulnerability in type 2 diabetes. Our dataset facilitates opportunities for molecular analysis and their validation in cell–cell communication in diabetes-related cortical dysfunction. Future studies in such diabetes models will provide further insights into the therapeutic potential of targeting these gene alterations in the NVU for treatment of diabetic comorbidities of memory and cognition.

## Supplementary Information

ESM 1

## Data Availability

The single-cell sequencing data that support this study are available at GEO accession GSE217665 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217665)

## Abbreviations

DCX: Doublecortin
DEG: Differentially expressed gene
GFAP: Glial fibrillary acidic protein
GO: Gene ontology
IHC: Immunohistochemistry
MWM: Morris water maze
NeuN: Neuronal nuclear protein
NVU: Neurovascular unit
ROI: Region of interest
scRNA-seq: Single-cell RNA sequencing
SVZ: Subventricular zone
WGCN: Weighted gene correlation network
WT: Wild-type

# Supplementary material for: Disruption of cortical cell type composition and function underlies diabetes-associated cognitive decline
**Source:** Diabetologia. 2023 Jun 23;66(8):1557–75. doi: 10.1007/s00125-023-05935-2
**Supplement:** Supplementary file 1

## Electronic Supplementary Material

### Methods:

#### Animals

Body weight, postprandial blood glucose and insulin levels were determined immediately before sacrifice in db/db and control mice. Blood glucose levels were measured from nicked tail using the glucometer Optium Xceed (Abbott, UK). Blood samples were centrifuged during 7 min, 6500 rpm at 4°C, and plasma fraction was stored at –80 °C until used. Plasma insulin levels were measured using an ultrasensitive mouse enzyme-linked immunosorbent assay (10-1251-01, Mercodia Inc., Winston-Salem, NC, USA).

#### Actimetry and new object discrimination (NOD) task

Eight days prior to sacrifice spontaneous locomotor activity was assessed by measuring the walking velocity for 30 minutes in a rectangular box (44 cm long x 22 cm width x 40 cm high) the day before starting to analyse episodic memory with the NOD test. Whilst episodic memory is largely associated with the entorhinal cortex, there is also evidence that other cortical brain regions may be involved in episodic memory such as the inferior temporal cortex, the hippocampus, the fornix, the mammillary bodies, the mediodorsal nucleus of the thalamus, and regions of the prefrontal cortex.

On day 1 animals were exposed to two objects, for habituation purposes not used again. On day 2 mice received two sample trials and a test trial. Firstly, mice were exposed to 4 copies of a novel object (blue balls) arranged in a triangle-shaped spatial configuration and allowed to explore them for 5 min. After 30 min, the mice received a second sample trial with 4 novel objects (red cones) in a quadratic-shaped spatial configuration, for 5 min. After a delay of 30 min, the mice received a test trial with 2 copies of the object from sample trial 2 (“recent” objects) placed at the same position, and two copies of the object from sample trial 1 (“familiar”

objects) placed one of them at the same position (“old non displaced” object) and the another in a new position (“familiar displaced” object). Discrimination index was calculated as the percentage of time exploring recent objects/total exploration time.

#### Morris Water Maze

Experiments commenced the day after the conclusion of the NOD test. The maze consisted of a round tank of water (90 cm in diameter) with four equal virtual quadrants indicated with geometric cues mounted on the walls. Water temperature was  $21\pm 2^{\circ}\text{C}$ . The escape platform was located 2-3 cm below the surface and hidden by coloring the water with kaolinite (0102, Biocop, Barcelona, Spain). The acquisition phase was run for 4 days consisted of 8 sessions (2 sessions per day) of 2 trials each with the platform submerged in quadrant 2. The time limit was 60 s per trial with a 10 min intertrial break. When the animal did not find the platform, it was placed on it for 10 s. The retention phase started a day after acquisition phase was completed and consisted in a single trial with the platform removed.

#### scRNA-seq library preparation, sequencing, and associated analysis

Raw sequencing reads were aligned to the pre-mRNA annotated *Mus musculus* reference genome version GRCm38 and counts were estimated using Cellranger (10x Genomics). The generated cell-by-gene unique molecular identifier (UMI) count matrix was analysed using Seurat. Only cells expressing at least 250 genes, 500 transcripts and genes with expression in at least 3 cells were kept. The cells were also filtered by the maximum of 20% mitochondrial genes. The UMI counts were then normalized for each cell by the total expression, multiplied by 10,000 and log transformed. Seurat’s default method to identify highly variable genes and scale data for regressing out variation from UMI and mitochondrial genes was used. The scaled data with variable genes were used to perform principal component analysis.

#### Identification of Cell-types, marker-genes, and differential expression analysis

Genes were projected into principal component (PC) space using the principal component analysis (RunPCA). The top 15 principal components were chosen for further analysis, including clustering to identify cell populations. First 15 PCs were used as inputs into Seurat's FindNeighbors, FindClusters (at 0.8 resolution) and RunUMAP functions. In brief, a shared-nearest-neighbour graph was constructed based on the Euclidean distance metric in PC space, and cells were clustered using the Louvain method. RunUMAP functions with default settings were used to calculate two-dimensional UMAP coordinates and search for distinct cell populations. Positive differential expression of each cluster against all other clusters (model-based analysis of single-cell transcriptomics; MAST) was used to identify marker genes for each cluster. Markers used for identification are shown in the main text Table 2.

Differential gene expression of samples or comparing cell type subclusters was done using the MAST algorithm, which implements a two-part hurdle model. Seurat natural log (fold change) > 0.25 (absolute value), adjusted P value (Bonferroni correction) < 0.05, and expression in greater than 10% of cells in both comparison groups were required to consider a gene differentially expressed for cluster analysis. Further, more stringent values were used for gene selection. Biological pathway and gene ontology enrichment analyses were performed using Enrichr with the input species set *Mus musculus*.

Single cell regulatory network for db/+ and db/db cell populations was performed using pySCENIC platform. Specifically, pySCENIC 0.12.0 and ctxcore 0.2.0 was used. GRNBoost2 (<https://github.com/tmoerman/arboreto>) in pySCENIC was applied to infer gene regulatory networks from count matrix file. Then potential direct-binding targets (regulons) were selected based on DNA-motif analysis. Finally, gene regulatory network activity for individual cells was identified. To find the regulators for each cell type, the regulon specificity score (rss) was calculated, and regulons were ranked accordingly.

### Weighted gene correlation analysis

A weighted gene co-expression network (WGCN) was created by the WGCNA R package to reveal correlations between cell type gene expression. To construct the WGCN with scale-free topology, different values of soft thresholding power  $\beta$  were assessed for the network topology analysis, and the value of 9 was selected. The Pearson correlation coefficient and the signed network options were used to measure the correlation between the expression of each pair of genes and to maintain only positive correlations, respectively. Modules in the WGCN were depicted in different colors and the relationships between the modules were depicted by module eigengenes that are the first principal component of the expressions in modules. These principal genes were used for Gene ontology and biological pathway analysis.

### Pseudotime trajectory analysis

R based programme Monocle was used to order cortical cells in a pseudotime trajectory. Monocle learns a trajectory that reconstructs the progress of a cell in a cell differentiation process. Cells were clustered in Seurat, then neuronal and glial clusters were selected as input into Monocle to infer the transcriptional profile progression between the control and db/db cortex. Specifically, UMAP embeddings and cell subclusters generated from Seurat were converted to a cell\_data\_set object using SeuratWrappers (v.0.2.0) and then used as input to perform trajectory graph learning and pseudotime measurement through independent component analysis (ICA) with Monocle.

### Cresyl Violet Staining

Briefly, after dehydration in 70% ethanol for 15 minutes, sections were incubated in cresyl violet (Sigma, St. Louis, MO, USA) solution 0.5% w/v for 10 minutes. After washing, sections were fixed in 0.25% acetic acid in ethanol for 5 minutes and subsequent 100% ethanol and xylene for 2 minutes. Sections were mounted with DPX (317616, Sigma, St. Louis, MO, USA).

## Metabolic assessment of cortical brain punches

Briefly, acute coronal brain slices (250  $\mu$ M) were cut from db/db and db/+ mice using the Leica VT100S vibratome immediately after sacrifice by cervical dislocation. Slices were maintained in ice cold artificial cerebrospinal fluid (aCSF) containing 10mM sucrose, and 1mm punches were taken from the cortex. 7-8 punches per group were transferred directly to a 96 well plate (Agilent) containing 180  $\mu$ L ice-cold a-CSF-sucrose, ensuring the punch was centred in the well. The plate was left to rest in a 37°C incubator for 1 hour before metabolic profiling was carried out in the Seahorse XFE96 (Agilent).

## Patient Tissue

The tissues were snap-frozen and ten- $\mu$ m thick sections of the tissue specimens were cut at -20°C using a Microm Cryo Star HM 560 cryostat (Thermo Fisher Scientific) and stored at -80°C until further use. Cryostat sections were air dried at room temperature for 20 min before immunofluorescence staining. The sections were fixed in 4% (w/v) formaldehyde (28908, Thermo Fisher Scientific) for 20 min and were washed once in 3x PBS. Individual sections were encircled with a hydrophobic barrier using a PAP pen (ADI-950-233-0001, Biocompare). The sections were treated for 1h with 1x PBS (70011044, Gibco) supplemented with 10% normal goat serum (006-01, Southern Biotech) and 0.1% Triton X-100 (T8787, Sigma). Lipofuscin autofluorescence was reduced by treating the sections with Trueblack (23007, Biotium) diluted 20x in 70% ethanol. The slides were washed three times with PBS. Next, the sections were incubated overnight with primary antibodies at 4°C as indicated in Table 3. Antibodies were diluted in Normal Antibody Diluent (phosphate buffered- lab. AB999, Scytek). Sections were subsequently washed three times with PBS and incubated with both secondary antibodies (1) goat anti-mouse Alexa Fluor™ 488 and goat anti-rabbit Alexa Fluor™ 633 or (2) goat anti-rabbit Alexa Fluor™ 488 and goat anti-mouse Alexa Fluor™ 633.

After 1 h incubation at room temperature, the slides were washed three times with PBS. For wheat germ agglutinin (WGA), incubation was performed after secondary antibody incubation. Sections were incubated with WGA-AF555 for 30 min at room temperature. After incubation with WGA, the slides were again washed three times with PBS. After the final washes, slides were mounted with Vectashield antifade mounting medium with DAPI (H-1200-10, Vector Laboratories) to preserve fluorescence.

#### Western blotting of patient samples

Brain proteins were extracted in RIPA lysis buffer (50 mM Tris pH 8, 150 mM NaCl, 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate) containing 1x complete EDTA-free protease inhibitor cocktail (Roche, Germany) and maintained on ice. They were sonicated until there were no visible aggregates. Protein concentration was determined by the Modified Lowry kit (DC protein assay, Bio-Rad, USA). 50 to 150 µg of protein were resolved in SDS-PAGE, and transferred onto nitrocellulose membranes (Millipore, Spain). Membranes were then blocked in Tris-buffered saline containing 1% Tween-20 (TBS-T) and 10% non-fat dry milk for 1h at room temperature. After two washes in TBS-T, membranes were incubated overnight at 4°C under constant agitation with corresponding primary antibodies at the appropriate dilutions (GFAP, Iba-1, NeuN, Occludin, PDGFR $\alpha/\beta$ , PSD95 and ZO-1) in TBS-T with 5% non-fat dry milk. The next day, after 3 washes in TBS-T, membranes were incubated with corresponding peroxidase-conjugated secondary antibodies diluted in blocking solution (Goat anti-Rabbit IgG, Sigma-Aldrich, Cat# A0545, 1:5,000; Rabbit anti-Mouse IgG, Sigma-Aldrich, Cat# A9044, 1:5,000, Rabbit anti-Goat IgG, Sigma-Aldrich, Cat# A5420, 1:5,000) for 1h at room temperature under agitation. After 3 washes in TBS-T, signal was developed using the EZ-ECL Enhanced Chemiluminescence Detection Kit for HRP (Thermo-Invitrogen, USA) and captured with Fuji X-ray films Super RX-N (Fujifilm, Japan). Band intensities were quantified using Image J

146 software, version 1.53a. Proteins were normalized using Ponceau staining of the membranes,  
147 to ensure same load in each lane.

148 **ESM Table 1. Characteristics of control and type-2 diabetic donors included in western**  
149 **blot study**

| Sex         | Age<br>(Years)        | PMD<br>(hours<br>)    | T2D | AD Braak<br>Stage | Comorbidities                                                                                                        |
|-------------|-----------------------|-----------------------|-----|-------------------|----------------------------------------------------------------------------------------------------------------------|
| FEMALE      | 78                    | 24                    | NO  | I-II              | -                                                                                                                    |
| FEMALE      | 77                    | 20                    | NO  | I-II              | -                                                                                                                    |
| FEMALE      | 68                    | 13                    | NO  | I-II              | -                                                                                                                    |
| <i>Mean</i> | <i>74.3 ±<br/>5.5</i> | <i>16.5 ±<br/>4.9</i> |     |                   |                                                                                                                      |
| MALE        | 78                    | 11                    | YES | Not<br>Assessed   | Vascular encephalopathy                                                                                              |
| FEMALE      | 95                    | 20                    | YES | II                | Vascular encephalopathy,<br>Arterial hypertension, Chronic<br>Obstructive Pulmonary Disease                          |
| FEMALE      | 88                    | 24                    | YES | II                | AgD II, Cerebral Amyloid<br>Angiopathy, Arterial<br>hypertension, Small Vessel<br>Disease, Ovarian Cancer<br>Surgery |
| <i>Mean</i> | <i>87.0 ±<br/>8.5</i> | <i>18.3 ±<br/>6.6</i> |     |                   |                                                                                                                      |

150

151 PMD: Post-mortem Delay, AgD: Argyrophilic grain disease

152 **ESM Table 2. Swimming and walking speed in db/db and control mice.**

|         | Swimming speed (cm/s) | Walking speed (cm/s) |
|---------|-----------------------|----------------------|
| Control | 11.89 $\pm$ 0.28      | 4.29 $\pm$ 0.23      |
| db/db   | 4.69 $\pm$ 0.38**     | 3.68 $\pm$ 0.23      |

153 Swimming speed was significantly compromised in db/db animals (\*\*p<0.001 vs. control  
 154 (WT)) probably due to their tendency to float. No differences in walking speed were  
 155 observed in the actimetry test (p=0.104) suggesting that motor activity is not severely  
 156 compromised in these animals.

Supplementary figures

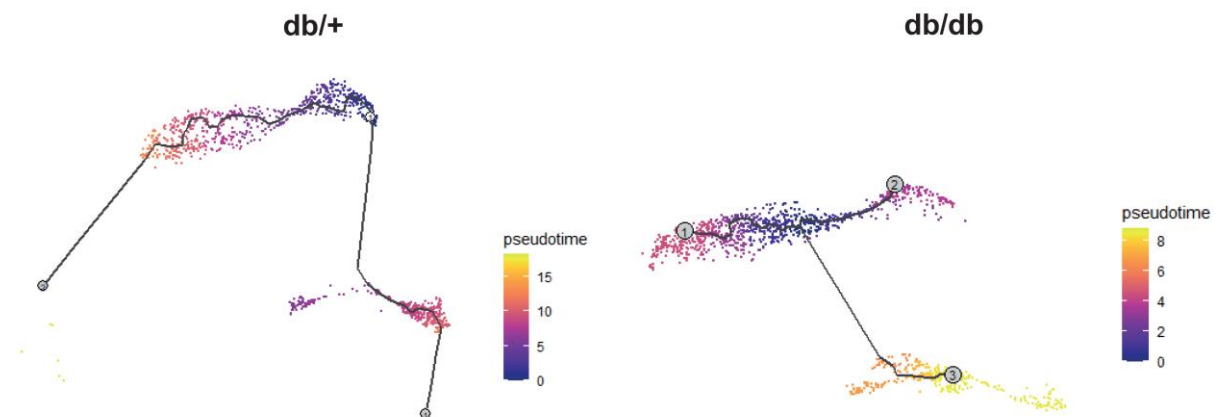

**ESM Figure 1. Pseudotime trajectory on glia populations (astrocytes and oligodendrocytes together). Control (db/+) and db/db indicating the cellular heterogeneity.**

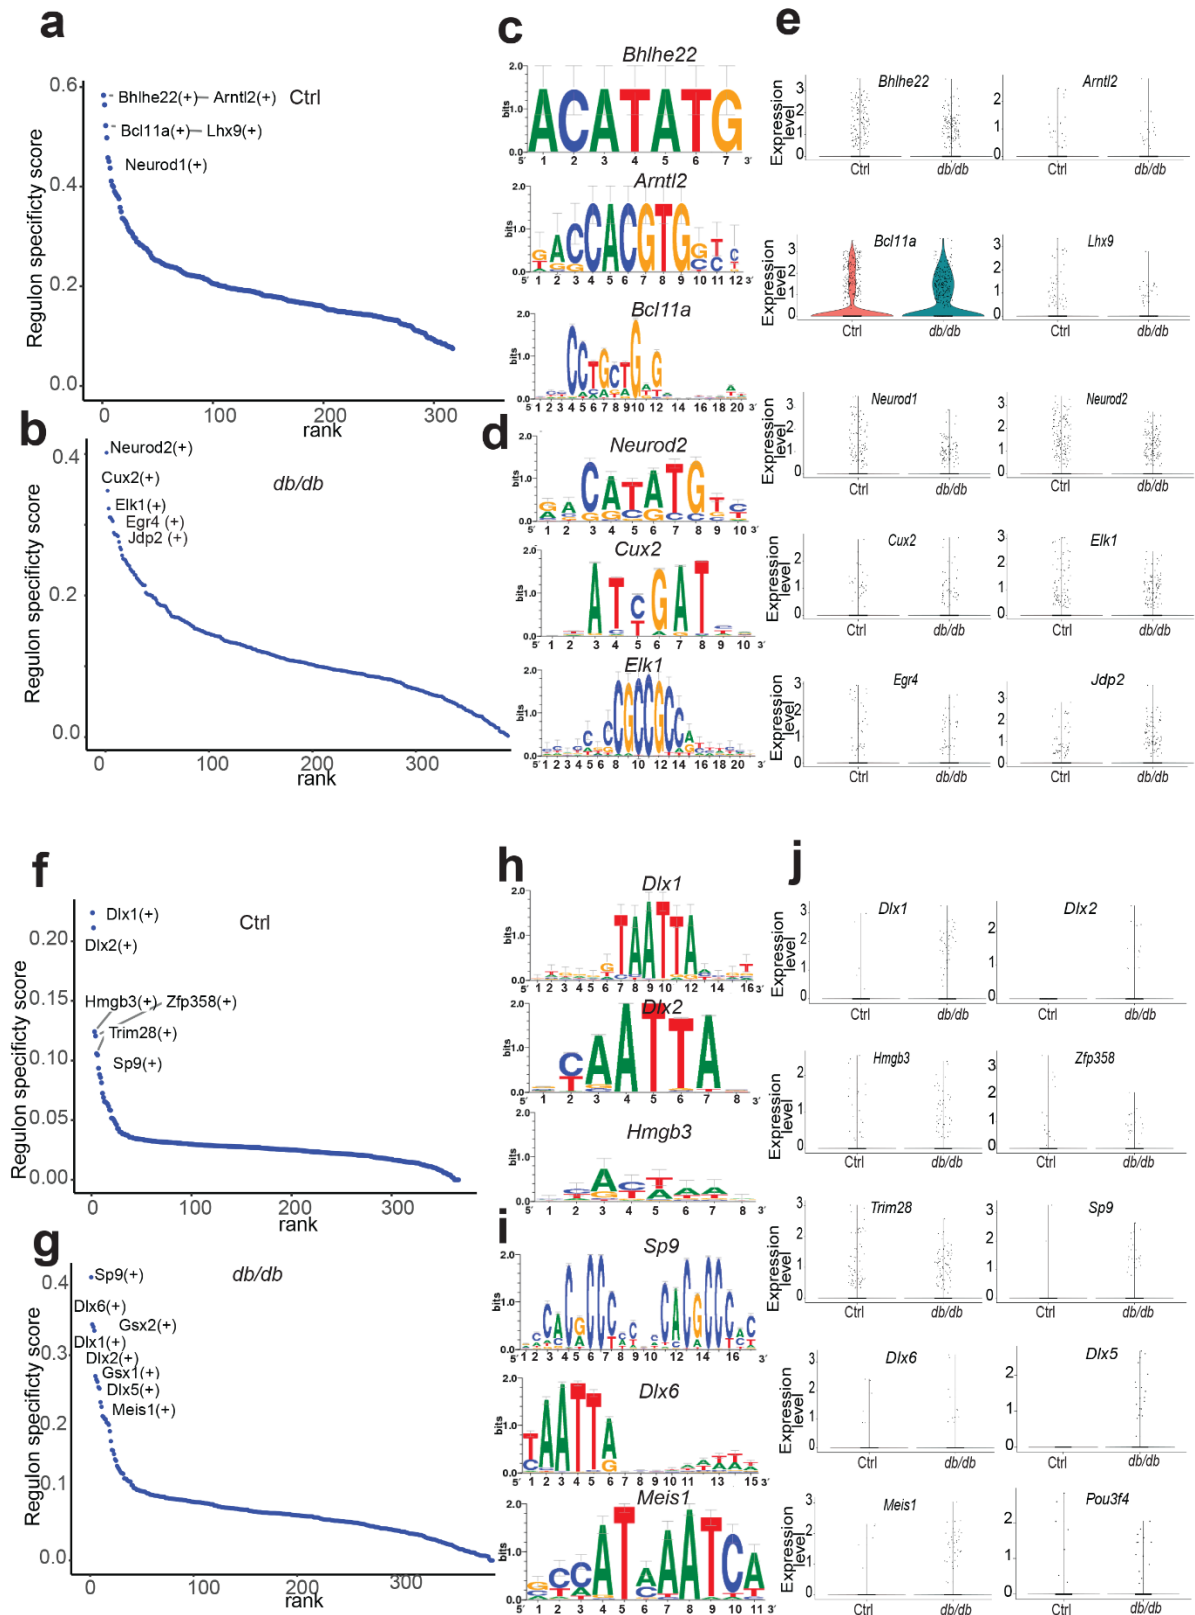

**ESM Figure 2. Single-Cell Regulatory Network Inference and Clustering Analysis. (a–d)**

Top regulons (a, b) and top unique motifs (c, d) in *db/+* (a, c) and *db/db* (b, d) mouse mature

165 neurons. (e) Differential expression patterns of top regulon genes in db/+ and db/db mouse  
166 mature neuronal cell populations. (f–j) Top regulons (f, g) and unique motifs (h, i) in db/+ (f,  
167 h) and db/db (g, i) mouse immature neurons. (j) Differential expression patterns of top regulon  
168 genes in db/+ and db/db mouse immature neuronal cell populations. Expression levels for  
169 individual genes are presented as the normalised counts.

a

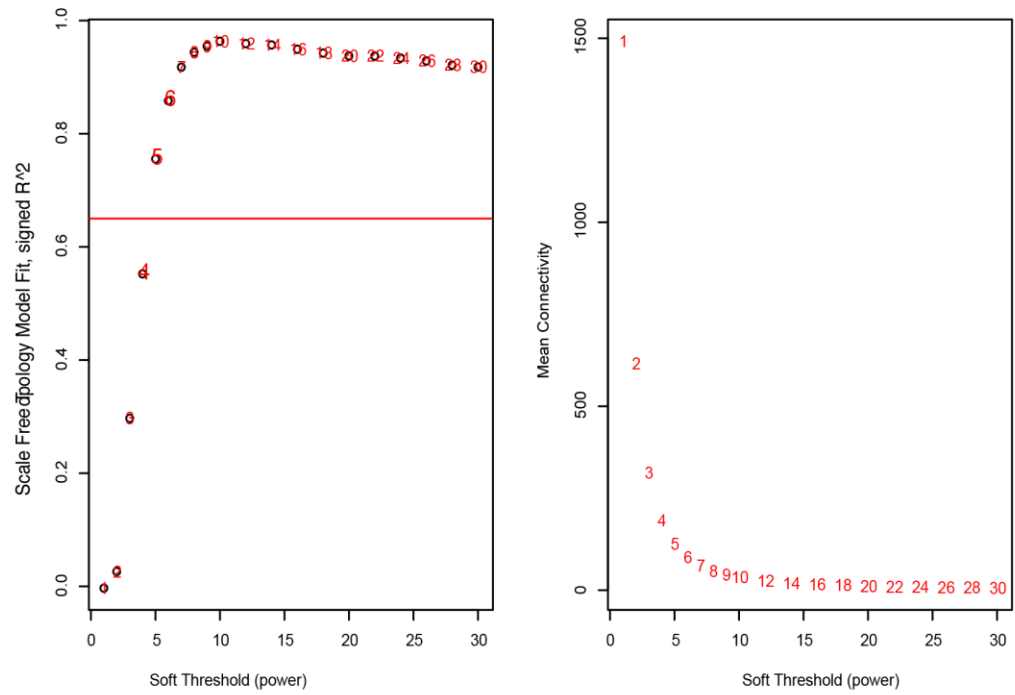

b

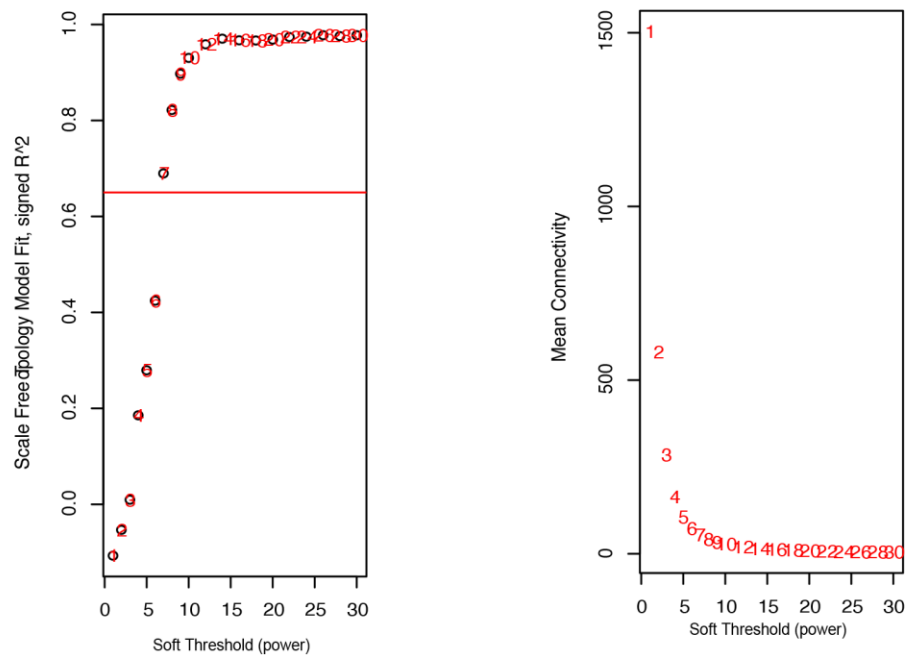

170

171 **ESM Figure 3: Scale independence and mean connectivity of correlated gene modules.**

172 **(a)** Control cortex and **(b)** *db/db* cortex.

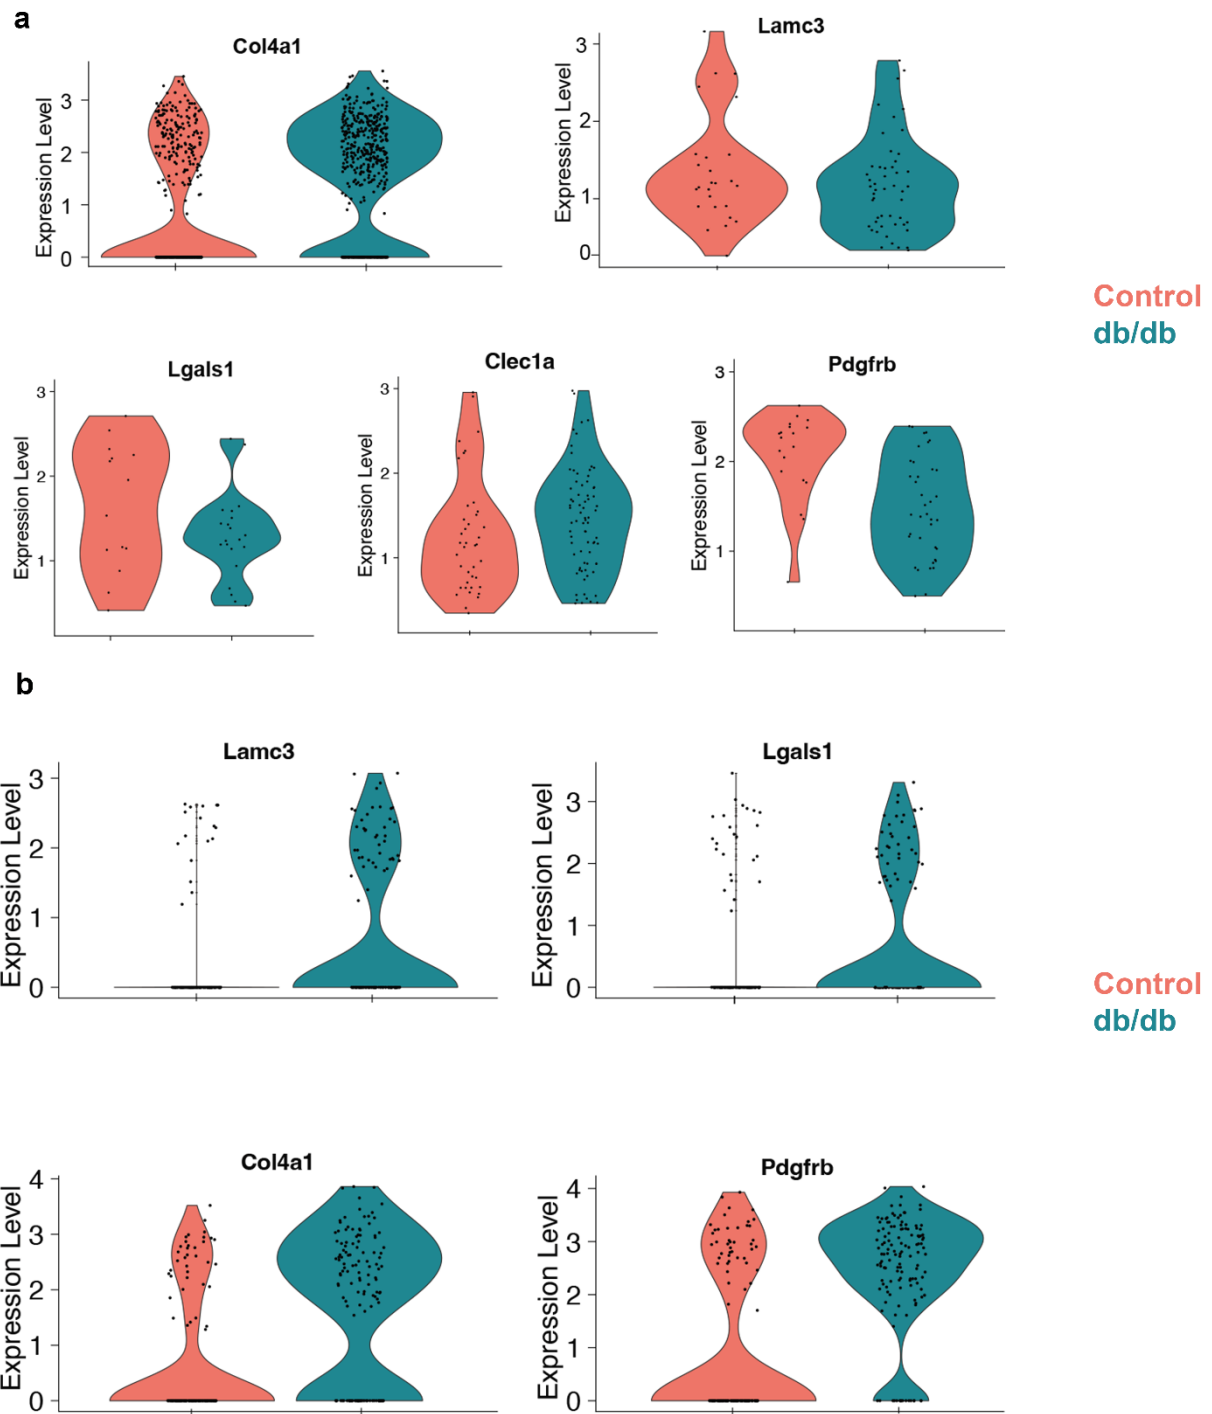

**ESM Figure 4: Marker gene expression in endothelial cells and pericytes (a)** Marker gene expression in endothelial cells in control (red) and *db/db* (blue) cortex. **(b)** Marker gene expression in pericytes in control (red) and *db/db* (blue) cortex.

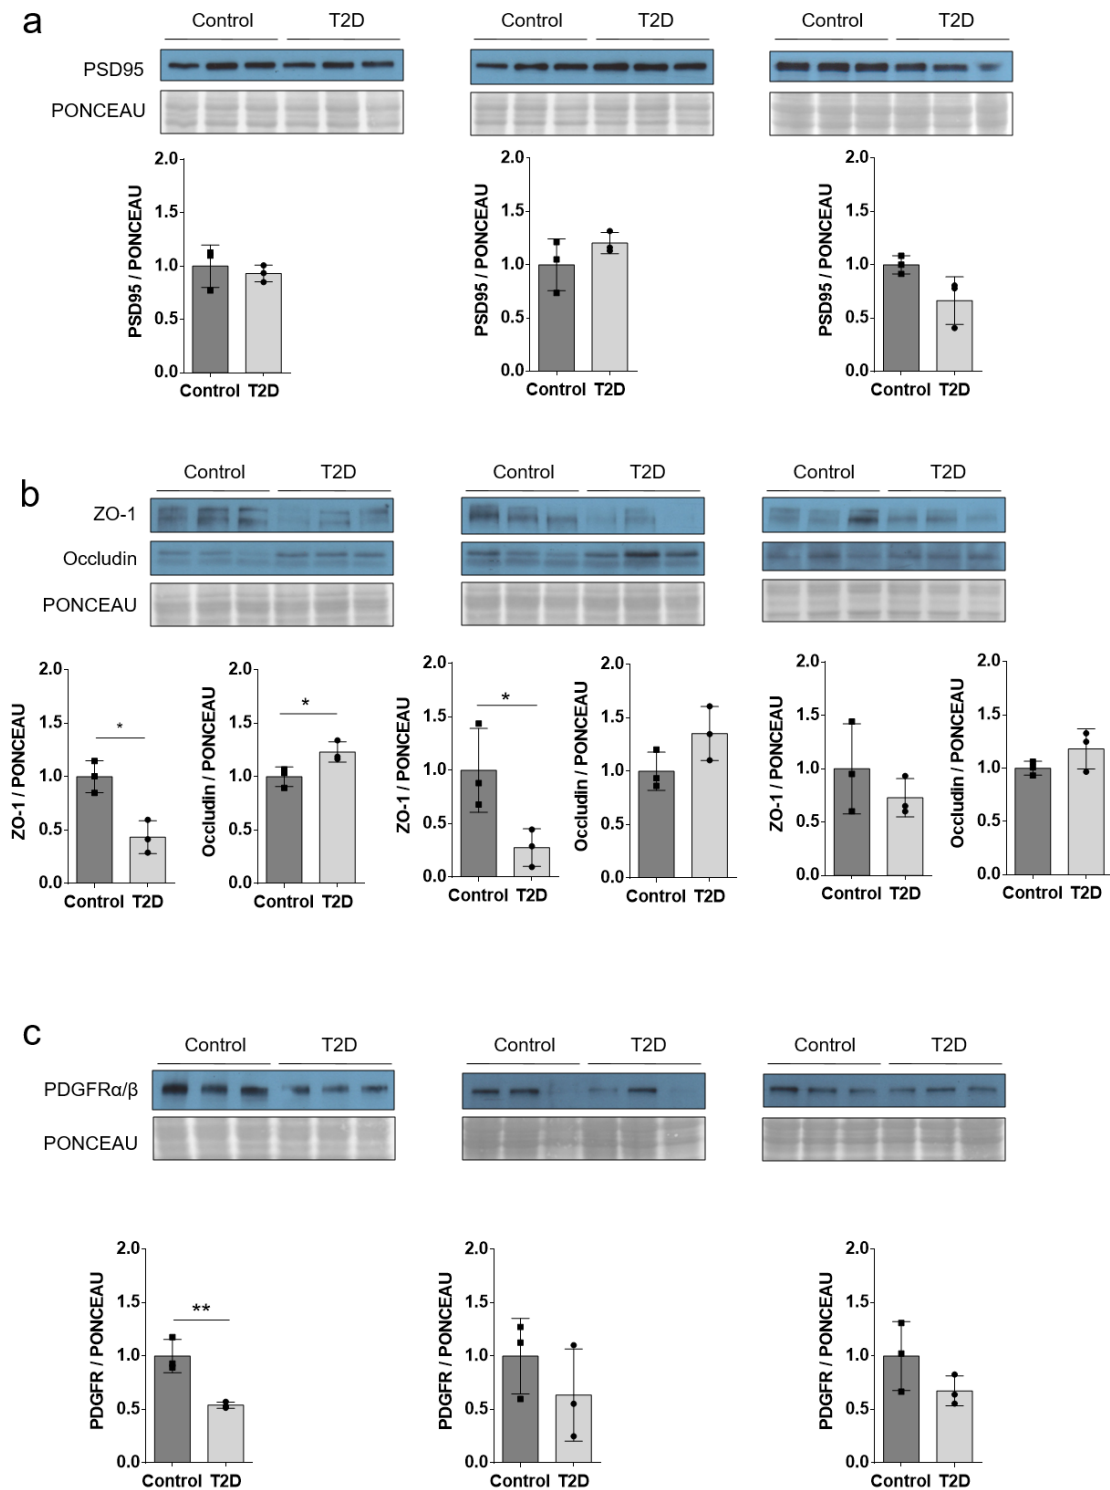

176

177 **ESM Figure 5: Further analysis of Cortical NVU markers in T2D patients.** Western  
 178 blotting of human cortex samples (Parietal, Temporal and Frontal) shows the expression of (a)  
 179 PSD95, (b) ZO-1 and occludin and (c) PDGFR  $\alpha/\beta$ . N=3, \*  $p < 0.05$  vs. Control group.

How the deposited data were processed for this re-analysis (not part of the article)

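Cortex of 1 *db/+* and 1 *db/db* mouse was measured by single-cell RNA sequencing. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger 4.0.0 on GRCm38 with an annotation that includes introns. The counts were deposited without normalisation, and the lowest total of a barcode was 500 UMIs in both libraries. The samples were grouped by the genotype in their labels. In mature neurons, the Y-linked gene *Ddx3y* had 160 UMIs in *db/+* and 169 in *db/db*, and *Xist* had 4 and 3.

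Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5. The paper names an earlier version of Seurat. Cells were kept with at least 250 genes, at least 500 UMIs and at most 20% mitochondrial UMIs, and genes with at least 3 cells. Values were log-normalised to 10000 UMIs per cell, 2000 variable genes were scaled with UMI number and mitochondrial percentage regressed out, and cells were clustered on 15 principal components at resolution 0.8.

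Markers were fixed for 21 cell classes before the data were examined, as were the gene lists, the genes the paper names, the alternatives to each choice and 9 of the 31 tests of explanations. The thresholds for naming a cluster were set after the clusters had been seen. They ask for at least 3 markers with at least 2-fold the CPM of the other cells (10 CPM added to both) in at least 10% of the cells. A cluster stayed unnamed where a second class reached 80% of its markers, or where its median of UMIs in a library was below the library's median divided by 3 and none of its class's markers stood among its top 10 genes, those found in most clusters included. The rules were applied once, in the same form, to all 10 clusterings. Other choices made after the data were seen are the markers of brain regions, the dentate granule-like clusters (at least 3 such markers), the genes and background classes of the detection values, the comparison with Fig. 2c, and the added alternatives named with the effects of the processing.

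The genes named were every gene the paper's text names for a class and the other genes its figure panels show, together with the 3 genes of largest and the 3 of smallest log2 ratio in each of 6 classes. The latter were taken from genes with at least 100 UMIs and with a UMI in at least 10% of the cells of each library, without the markers of the class. Some results that these rules would include are not reported here. Levels were UMIs summed per class and library and scaled to 1000000 UMIs, with exact Poisson intervals, and ratios had the exact conditional interval of both counts. Fractions of cells had exact Clopper-Pearson intervals at the 95% level. A fraction of 0 is given with the limit that 3 counts allow. No test between conditions was run, because cells of 1 mouse are not replicates.

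Gene lists held members with at least 10 UMIs in the class, with 0.5 added to each count. Their medians were ranked among 10000 random lists matched on expression. Modules were built from Pearson correlations at power 9 with topological overlap and average linkage. Of the tree heights that gave the most modules of at least 30 genes, the lowest was used. A second rule, the height with most genes in modules, was tried on the data after a simulation, and was set aside because in that simulation it took in 107 of 120 unrelated genes, against 0 for the first rule, which recovered 150 of 180 planted genes.

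The methods were tested on simulated data. The interval of a log2 ratio covered the true value for 96.4% of 7386 genes in a simulated astrocyte cluster, and 91.5% of 200 changed genes were found there. The summed counts were drawn as Poisson counts, which the interval assumes. This checks the calculation and does not test how the interval holds where UMIs are concentrated in few cells. A changed list of 30 genes had percentile 100, and 100 unchanged lists had a median percentile of 47.9. Thinning 2000 simulated cells to 1000 UMIs gave 39.5% of cells with a UMI where the true value was 39.4%.

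The regulon scores (pySCENIC), the pseudotime, the MAST tests and the enrichment of GO terms were not repeated here. Immunohistochemistry, behaviour, respiration of cells and the human parts were not analysed here. Scrublet marked 0 of 3356 *db/+* and 4 of 4239 *db/db* cells, against expected rates of 3.64% and 4.69%. For this reason the cells of highest score, 122 and 199, were removed in an added alternative.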

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

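The genes below had a log2 ratio of CPM among the largest of their class, and the paper's text does not discuss them there, or had ratios of opposite direction in different classes. The tests of free RNA alone for *Ptgds*, *Apoe*, *Mbp* and *Hba-a2*, and of a shift of the whole library for the mitochondrial genes, were set beforehand, and the other tests were chosen after the result was seen. Genotype was the biological difference of the design and stays open, untested, for each pattern, since each genotype is 1 mouse and 1 library.

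*Ptgds* had a log2 ratio of 1.68 in astrocytes and 3.96 in pericytes. Free RNA in the suspension was tested through the median ratio of *Ptgds* in endothelial cells, mature neurons and astrocytes, which was 1.49, so that a rise across classes that should not express it may explain the value in astrocytes. The pericyte value, from 14 and 639 UMIs, was larger, with an interval of 3.20 to 4.84. Such a rise alone may not account for it. Against a uniform rise, the ratio in immature neurons was −1.58, opposite to microglia (2.12), and this difference was not tested. There 6 of 61 *db/+* cells held 93.4% of its UMIs, and outside the 1 in 10 cells with most of them the ratio was 1.2.

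*Apoe* had a ratio of 2.46 in pericytes, from 15 and 242 UMIs. It was −1.55 in immature neurons against 2.63 in microglia, a difference that was not tested. Of the 61 *db/+* immature neurons, 6 held 91.4% of its UMIs there, and outside the 1 in 10 cells with most of them the ratio was 0.041 (−0.45 to 0.55), so the fall was not seen in the other cells of the class. At like depth free RNA would raise *Apoe* in all classes, but it was −0.67 in mature neurons, whose depth rose. Unthinned, *Apoe* was found in 312 of 649 and 225 of 502 mature neurons, so no rise was seen there without scaling either. A few cells with very many *Apoe* UMIs would leave the other microglia unchanged, but these had 1.98. These values argue against both explanations as the whole cause in microglia.

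*Mbp* had a ratio of 1.36 in microglia against −0.87 in mature neurons, and the difference was not tested. At like depth free RNA would move both classes the same way, but the median depth rose in mature neurons (945 to 2655.5 UMIs) and fell in microglia (4487 to 3260). The value of 1.36 alone therefore cannot decide. Unthinned, *Mbp* was found in 78.0% and 49.2% of mature neurons and in 77 of 203 and 194 of 443 microglia. The fraction fell only in mature neurons, against the move of depth, which argues against free RNA alone in both classes. Outside the 1 in 10 cells with most of it, *Mbp* still had 1.7 in microglia, which argues against a few droplets that also held an oligodendrocyte as the reason for that rise. In those remaining cells it was lower in endothelial cells (−0.68), astrocytes (−0.52) and mature neurons (−1.37). Thinned to 500 UMIs, mature neurons held a UMI of *Mbp* in 53.9% and 24.1% of cells and endothelial cells in 52.5% and 25.3%. Free RNA beside a rise within microglia was not tested and stays open for the fall in mature neurons.

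*Hbb-bt* had a ratio of 2.91 in microglia. Outside the 1 in 10 microglia with most of it, *Hbb-bs* had −0.70, so a few droplets that also held a red blood cell may explain the rise. *Hba-a2* had 2.91 in pericytes, from 13 and 286 UMIs, against −2.79 in immature neurons, and the difference was not tested. In microglia it had 2.32, which argues against free RNA alone, since that would lower it there too. Outside the 1 in 10 cells with most of it, the median over classes was −2.24. Free RNA beside such droplets and a difference between the mice cannot be told apart, because either gives a fall in every class.

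In astrocytes *Vim* had a ratio of 1.66 and *Rtn1* 1.62. *Vim* also rose in ependymocytes (1.37) and fell in mature neurons (−1.77), and no technical explanation was tested for it. RNA of neurons in the droplets would raise neuronal markers, but the median over 7 of them in astrocytes was 0.040, which argues against it for *Rtn1*.

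In mature neurons *Ttc9b* had 2.04, *1110008P14Rik* 1.65 and *Gad1* 1.55. Fewer dentate granule-like cells in the class would leave *Gad1* unchanged in the other clusters, but it was 4.11 there, which argues against this as the cause. The rise came from cluster 4 (4.73, from 8 and 428 UMIs). The ratio was −1.54 in cluster 20, from 4 and 6 UMIs, and −0.31 in both dentate granule-like clusters, with intervals that include 0. A shift of the whole library was tested for *1110008P14Rik* in astrocytes, where it was 0.61, less than in mature neurons. For *Ttc9b* the ratio in immature neurons was 1.21, and a shift and a neuronal difference cannot be told apart, because other classes held too few of its UMIs. This test replaced one on microglia, whose *Ttc9b* ratio (−3.47) came from neuronal transcripts lying mostly in 1 *db/+* droplet.

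In immature neurons *Robo2* had 2.25, *Mfge8* 2.20 and *Fabp7* 2.00, from 10, 9 and 18 UMIs in *db/+*. The median over 7 astrocyte markers there was 1.02, with 2 of the 7 higher beyond the counting interval. RNA of astrocytes and a difference in these cells cannot be told apart, because the counts are too few.

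In endothelial cells *Serpine2* had 1.47, *Vwf* 1.39 and *Tmem252* 1.37. Another mix of clusters would leave the ratios within a cluster near 0, but the lowest of the 3 in the largest endothelial cluster was 1.33, which argues against it there. In the second largest, cluster 9, *Vwf* had 2.55, but *Serpine2* had 0.24 and *Tmem252* 0.068, with intervals that include 0. In cluster 24 *Vwf* had −0.58, from 19 and 2 UMIs. The rise was thus not seen for each gene in every endothelial cluster.

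The ratio of *mt-Nd2* was −0.20 in immature neurons and 0.37 in astrocytes. In immature neurons *mt-Co1* had −0.089 and *mt-Nd4* −0.40, against 0.24 and 0.43 in pericytes. These differences were not tested. A shift of the whole library would raise mitochondrial UMIs in every class, but over all mitochondrial UMIs immature neurons had −0.073, which argues against it.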

How the results depend on the processing

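Of 763 values under an alternative, over 104 results, 632 stayed within the margin of the value reported, 115 moved beyond it and 16 changed direction. The margin was the counting interval where there was one. A change of direction was counted where the interval of the value reported excluded 0, and concerned 12 results. Alternatives chosen after the data were seen are the removal of the highest Scrublet scores, counting the clusters of few UMIs with their class, leaving out the dentate granule-like clusters, the module height with most genes and leaving out the cell of most UMIs. Unless stated, values are log2 ratios and the cause was not tested. No paired analysis was possible because there was 1 mouse per condition.

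With the stricter cell filter the ratio of fractions was −1.39 for astrocytes, 0.11 for microglia, 1.76 for immature neurons and 0.20 for oligodendrocytes, and it changed direction for endothelial cells (0.015). Gene ratios changed direction for *mt-Nd2* in astrocytes (−0.011) and in immature neurons (0.26), for *Actb* in mature neurons (0.068) and for *Cst3* in endothelial cells (0.44). With no cell filter the fractions gave −0.40 for astrocytes, 0.53 for microglia, −0.12 for mature neurons and 1.43 for vascular leptomeningeal cells, and changed direction for oligodendrocytes (−0.38), as did *mt-Nd2* in immature neurons (0.13).

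At resolution 0.4 the ratio for microglia was 0.48, and at resolution 1.6 that for oligodendrocytes changed direction (−0.49). With 30 principal components oligodendrocytes had 0.93, and without regression microglia had 0.51. After integration the ratios were 0.42 for microglia, 0.51 for immature neurons and 0.75 for oligodendrocytes, and *Hba-a2* in immature neurons changed direction (0.65). As fractions of the cells of the cortical tissue proper, astrocytes had −0.53 and mature neurons −0.53. Counting the clusters of few UMIs with their class gave 0.48 for microglia and changed the direction for oligodendrocytes (−0.43). Without the dentate granule-like clusters mature neurons changed direction (0.50).

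As a difference of mean ln expression per cell, *Lhx2* (0.11) and *Sox21* (0.0055) in astrocytes and *mt-Co1* in pericytes (−0.080) changed direction. With cells weighted equally, *mt-Co1* (−0.15) and *mt-Nd4* (−0.0036) in pericytes did. With scaling by the median ratio the list medians moved to 0.12 for Fc gamma receptor genes in microglia and to 0.61 for mitochondrial genes in pericytes. The number of modules, 12 in each library, was 11 at power 6 and 14 with 4000 variable genes.

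Over the settings tried, the ratio of fractions ran from 0.11 to 0.97 for microglia, from −1.39 to −0.40 for astrocytes, from −0.87 to 0.50 for mature neurons, from −0.49 to 1.89 for oligodendrocytes and from 1.31 to 1.95 for pericytes. Pericytes had no class of their own at resolution 0.4, with no cell filter and after integration. Depth limits the genes with few UMIs, such as *Lgals1*, with 13 and 10 UMIs, whose ratio ran from −1.21 to 0.18.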

Differences from the paper's values

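The paper's values are fractions of cells in Fig. 2c, read by eye, and the values here are fractions of all 3356 *db/+* and 4239 *db/db* cells kept. A fraction is called near the paper's where the larger was at most 1.5 times the smaller, a wider limit than the counting error, or where its counting interval held the paper's. For microglia the paper's figure shows about 13% in *db/+* and about 18% in *db/db* (Fig. 2c, read by eye), against 6.05% and 10.5% here. Of the alternatives set before the data were examined, the *db/+* value was near it with no cell filter (9.26%), at resolution 0.4 (12.8%), without regression (12.5%) and after integration (13.4%). In *db/db* this held for the stricter filter (22.1%), no cell filter (13.4%), resolution 0.4 (17.9%), resolution 1.6 (12.1%), no regression (17.8%), integration (18.0%) and the cortical tissue proper (15.5%). Counting the cluster of few UMIs with the microglia, which was chosen after seeing the values, gave 12.9% and 17.9%.

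For oligodendrocytes the paper's figure shows about 3.1% in *db/+* and about 3.3% in *db/db* (Fig. 2c, read by eye), against 1.67% and 5.47% here. In *db/+* the value was near it with 30 principal components (2.98%), after integration (3.52%) and for the cortical tissue proper (2.19%), and in *db/db* with none of the alternatives set before the data were examined. For pericytes in *db/+* it shows about 2.5% (Fig. 2c, read by eye), against 0.864% here and 1.76% with the stricter filter. For arachnoid barrier cells in *db/+* it shows about 1.7% (Fig. 2c, read by eye), against 2.8% here, 2.55% with the stricter filter and 2.24% with no cell filter. For ependymocytes in *db/db* it shows about 2.8% (Fig. 2c, read by eye), against 1.79% here, 2.00% with the stricter filter and 2.00% over named clusters alone.

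None of the alternatives set before the data were examined brought the remaining fractions near. These are vascular leptomeningeal cells in *db/+*, with about 11% in the paper's figure (Fig. 2c, read by eye) and 2.86% here, and choroid plexus cells in *db/+*, with about 1.2% (Fig. 2c, read by eye) and 0.298% here. For olfactory ensheathing glia the figure shows about 2% in *db/+* and about 1.7% in *db/db* (Fig. 2c, read by eye), against 0% and 3.8% here, where 0 of 3356 cells allows up to 0.0894%.

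The paper states that oligodendrocyte progenitors increased and mature oligodendrocytes decreased in *db/db* mice. Here no cluster of progenitors was found and the log2 ratio of oligodendrocytes was 1.71. It was below 0 with no cell filter (−0.38), at resolution 1.6 (−0.49) and, in an alternative chosen after seeing the values, with the cluster of few UMIs counted (−0.43).

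The paper reports higher expression of *Hes5*, *Lhx2*, *Sox21* and *Sox2* in *db/db* astrocytes. The log2 ratios here were −0.52, −0.20, −0.39 and 0.04. As a difference of mean ln expression per cell, *Lhx2* was 0.11, *Sox21* 0.0055 and *Sox2* 0.16, and with the stricter filter *Sox2* was 0.27. No setting gave a value above 0 for *Hes5* (−0.60 to −0.07).

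The paper's text reports *Hba-a2* as upregulated in *db/db* immature neurons, while its Fig. 2g draws no higher level there. The log2 ratio here was −2.79, or 0.65 after integration. It reports lower *Lamc3* in *db/db* endothelial cells, and the ratio here was 0.12, with an interval that includes 0. *Lamc3* was below 0 with no cell filter (−0.29), at resolution 0.4 (−0.32), at resolution 1.6 (−0.29), with 30 principal components (−0.34), with cells weighted equally (−0.44) and, in an alternative chosen after seeing the values, without the highest Scrublet scores (−0.60).

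The paper reports a loss of *mt-Co1* and *mt-Nd4* in *db/db* pericytes. The log2 ratios here were 0.24 and 0.43. With cells weighted equally they were −0.15 and −0.0036, and *mt-Co1* was −0.080 as a difference of mean ln expression per cell. The paper reports higher expression of electron transport chain and NADH dehydrogenase subunit genes in *db/db* astrocytes. The nuclear genes had medians of −0.20 (complex I) and −0.15 (other complexes) here, and the mitochondrial genes 0.30. With scaling by the median ratio the nuclear medians were −0.22 and −0.16.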

Other observations

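The tests of doublets and of the cell filter for microglia, of a shift of the whole library for *Rps21* and *Rps29*, and of another mix of cells for *Gad2* were set beforehand. The other tests were chosen after the result was seen. Genotype stays open and untested for each pattern.

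For the fraction of microglia, the stricter cell filter left a log2 ratio of 0.11 with an interval that includes 0, so that the filter may account for much of the difference between the libraries. Without the cells of highest doublet score it was 0.77, but doublets cannot be told apart from a real difference, because Scrublet marked almost no cells and the scores may not separate them.

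For mature neurons, whose fraction fell, the log2 ratio was 0.50 without the dentate granule-like clusters. Of these, only cluster 7 fell, with a median of 802.5 UMIs per cell in *db/+* and 2654 in *db/db*. Cluster 14, which held 7 dentate granule markers, had 70 *db/+* cells (2.09%) and 92 *db/db* cells (2.17%). More dentate gyrus in the *db/+* sample and a loss of such cells cannot be told apart, because each genotype is 1 dissection. Neither was seen in cluster 14. For astrocytes, droplets of few UMIs would bring the ratio towards 0 under the stricter filter, but it was −1.39. This filter also allows at most 10% mitochondrial UMIs, and astrocytes held 8.71% in *db/+* and 11.6% in *db/db*, so it cannot decide. Cluster 0, with medians of 758 and 1080 UMIs, fell from 20.1% to 10.6% of the cells. The deeper cluster 5 (7596 and 6054 UMIs) went from 6.82% to 5.90%, so droplets of few UMIs stay open. For oligodendrocytes, the ratio was −0.43 once the cluster of few UMIs was counted, so that droplets of few UMIs may account for the rise of the named class.

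Olfactory ensheathing glia were found in 161 *db/db* cells (3.8%) and 0 *db/+* cells, at least 42.5-fold more. More tissue from outside the cortex in the *db/db* sample cannot be told apart from a difference between the mice, because the ratio of ependymocytes (−0.043) speaks to 1 such tissue. Choroid plexus cells, with 10 cells in *db/+* and 119 in *db/db*, were left out of the test, since 4 of their 6 markers differed more than 2-fold, and do not speak against it. This test replaced an earlier one after its values were seen. Whether tissue from outside the cortex also added neurons to the *db/db* classes was not tested. That stays open for the rise of immature neurons and for *Gad1* and *Gad2*.

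*Rps21* and *Rps29* had a median ratio of −1.08 over both genes and 13 classes, which is what a shift of the whole library needs. *Rpsa* had a median of 0.32 over the classes, so that a shift of the library may contribute to its rise in microglia. *Egr1* had a median of −1.38, with *Fos* at −1.15, *Junb* at −1.35 and *Jun* at −0.67, so that a response to dissociation that differed between the samples may contribute to it. Oligodendrocytes and mature neurons went the other way, with 1.10 and 0.35 for *Egr1*, so such a response was not shared by all classes.

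For *Gad2* in immature neurons, the class was 1 cluster, so that another mix of clusters cannot be told apart from a change within cells. The median of the interneuron lineage genes was 0.71, and more cells of that lineage cannot be told apart from higher expression, because the *db/+* class has 61 cells. Over the genes of the region lists with UMIs in both libraries, mature neurons had medians of −0.59 for dentate granule cells, 0.10 for cortical excitatory neurons, 1.79 for the interneuron lineage and −0.42 for the granule cell lineage. Immature neurons had −0.25, −0.95 and 0.05 for dentate granule cells, cortical excitatory neurons and the granule cell lineage.

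The genes of smallest ratio in microglia were *Rtn1* (−2.04), *Stmn1* (−1.96) and *Lmo4* (−1.77). The 7 mature neuron markers had a median of −3.29 in microglia, as RNA of neurons in the droplets would give. Of the marker UMIs of *db/+* microglia 96.0% lay in 1 droplet of 78835 UMIs, which may have held a microglial cell and a neuron. Without their top cell the ratios were −0.09, 0.59 and −0.10, so *Stmn1* changed direction. Free RNA would give astrocytes a like level, but the markers had 109 CPM in *db/+* astrocytes against 1275 CPM in *db/+* microglia, which argues against it.

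Among the genes of smallest ratio in the other classes were *Usmg5* (−1.35), *Hba-a2* (−1.32) and *Hba-a1* (−1.29) in astrocytes, and *mt-Nd6* (−1.58) and *Itga8* (−1.46) in mature neurons. In immature neurons they were *Hist1h4d* (−3.21), *Hba-a2* (−2.79) and *Hba-a1* (−2.24). Endothelial cells had *Hba-a1* (−1.59), *Hba-a2* (−1.58) and *Junb* (−1.57), and pericytes *Rpl37* (−1.44), *Rps27* (−1.41) and *Rpl39* (−1.40).

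The oligodendrocyte precursor cells of Fig. 2c may be leptomeningeal cells under another name. Of the vascular leptomeningeal cells here, 0.699% of those in *db/db* held at least 2 of 4 precursor genes, but both names cannot be told apart, because the paper's assignment of cells is not used here. With the blocks of Fig. 2c named in the order of the names in Fig. 2b, and the clusters of few UMIs counted with their class, the fractions here differed from them by a mean of 0.474 percentage points, against 1.48 with the names of Fig. 2c. Without counting these clusters the means were 1.54 and 1.72. A name too many in the list of Fig. 2c is a candidate explanation, found from these values, and cannot be told apart from other assignments of cells.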
